# Male mouse skeletal muscle lacking HuR shows enhanced glucose disposal at a young age

**DOI:** 10.3389/fphys.2024.1468369

**Published:** 2025-02-19

**Authors:** Robert C. Noland, Sujoy Ghosh, Carlos J. Crisanto, Antonio Aleman, McKenna K. Chaney, Maitri K. Chauhan, Layla G. Loftis, Ally C. Goad, Christin F. Rickman, Samuel E. Velasquez, Jaycob D. Warfel

**Keywords:** human antigen R, metabolic flexibility, RNA-binding proteins, fat oxidation, carbohydrate oxidation

## Abstract

**Introduction:**

Metabolic flexibility is the ability of a system to switch between metabolic substrates. Human and murine skeletal muscle tissues and cells with decreased activity of the regulatory RNA-binding protein, human antigen R (HuR), have decreased capacity for fat oxidation, and thus decreased metabolic flexibility. In this study, we aimed to assess the preference for carbohydrates in mice lacking HuR in skeletal muscle.

**Methods:**

Experiments were performed on weight-matched control and HuR knockout mice of both sexes. Palmitate and pyruvate oxidation were performed in mouse muscle following the release of ^14^CO_2_. *In vivo* glucose and lipid uptake were assayed in mouse tissue following nonmetabolizable ^3^H-2-deoxyglucose or ^14^C-bromopalmitate injection. Transcriptomic analyses were performed in the skeletal muscle of all mice, followed by qPCR validation of select genes. Serum lactate and glucose levels were measured in mice *via* tail nick, and the muscle glycogen level was measured through colorimetric assay. Indirect calorimetry was used to measure respiratory exchange ratios.

**Results:**

Male muscle-specific HuR knockout mice showed increased glucose uptake relative to controls, specifically in skeletal muscle, and have increased muscle glycogen content. These mice also displayed greater respiratory exchange ratios than controls. None of these differences were noted in females. Transcriptomics showed far more differences between male and female mice than between control and HuR knockout mice. However, differential gene expression between male and female mice was diminished by 50% following the removal of HuR. Male HuR knockout mouse skeletal muscle had increased glycolytic gene expression relative to controls but showed no difference relative to females of the same genotype. Both palmitate and pyruvate oxidation were decreased in the skeletal muscle of male HuR knockout mice relative to controls, and serum lactate levels were increased. No notable differences were seen in females between genotypes.

**Discussion:**

The increase in the markers of glucose utilization with decreased HuR activity in male mice may indicate a switch toward glycolysis as compensation for decreased fat oxidation. These results continue to highlight a sex dependence on HuR as a driver of fat oxidation in mouse skeletal muscle while also indicating that muscle itself shows greater ambiguity between males and females following the removal of HuR.

## 1 Introduction

Biological systems are metabolically flexible, allowing them to switch between different nutrient substrates for energy production. Flexibility can vary, and the degree to which a system can switch between different fuels when available has noteworthy implications in metabolic disease pathology (Goodpaster and Sparks, 2017; Storlien et al., 2004). As ectopic accumulation of lipids is known to interfere with insulin signaling (Goodpaster and Kelley, 2002; Samuel and Shulman, 2016), a decreased capacity to switch to lipid oxidation can be particularly detrimental. Humans with a decreased ability to adapt to a high-fat diet show an increased tendency toward fat mass gain, which is known to contribute to the development of metabolic disease (Begaye et al., 2020).

We have shown that the RNA-binding protein and master regulator, human antigen R (HuR), is important for the control of metabolic flexibility in skeletal muscle through its promotion of fatty acid oxidation in both mice and humans (Mynatt et al., 2019; Stone et al., 2021). However, this is a sex-specific phenomenon as only male mice experience a decrease in fatty acid oxidation in skeletal muscle when HuR is removed. This decreased fatty acid oxidation is accompanied by increased fat mass gain, which leads to more rapid development of hallmarks of insulin resistance relative to controls. Data on female HuR skeletal muscle knockout (HuR^m−/−^) mice are of particular interest as these mice have increased fat mass relative to controls but show no decrease in skeletal muscle fatty acid oxidation capacity and trend toward enhanced glucose clearance relative to controls (Stone et al., 2021).

Humans with decreased metabolic flexibility have decreased levels of transcripts regulated by HuR in skeletal muscle, regardless of whether the subjects are male or female (Mynatt et al., 2019), and compelling evidence shows that humans with decreased metabolic flexibility also show increases in serum lactate levels following exercise training (San-Millan and Brooks, 2018). Additionally, several studies have shown that male HuR^m−/−^ mice consistently show an increased respiratory exchange ratio (RER) relative to controls (Mynatt et al., 2019; Stone et al., 2021; Janice Sanchez et al., 2019). These studies, coupled with the increased glucose clearance observed in female HuR^m−/−^ mice, could suggest an increased reliance upon glycolysis within systems with decreased metabolic flexibility.

We hypothesized that HuR^m−/−^ mice may rely more heavily on glucose and that insulin signaling is interfered with in male HuR^m−/−^ mice as ectopic lipid content increases. To evaluate this hypothesis, we weight matched HuR^m−/−^ and control mice and tested several physiological parameters of glucose and lipid utilization. These assays included transcriptomic analyses, skeletal muscle pyruvate and palmitate oxidation assays, *in vivo* glucose and palmitate uptake assays, and glucose tolerance tests.

## 2 Materials and methods

### 2.1 Animals

The breeding of skeletal muscle-specific HuR-deficient (HuR^m−/−^) mice and littermate controls (HuR^fl/fl^) has been previously described (Mynatt et al., 2019). Briefly, mice floxed at *elavl1*, the gene encoding HuR, were purchased from the Jackson Laboratory (Ghosh et al., 2009) (Stock # 021431) and bred to mice expressing Cre recombinase under the control of the Mlc1f promoter (Bothe et al., 2000) (Jackson Laboratory, Stock # 024713) to delete HuR in skeletal muscle. All mice were on a C57BL/6 background. Mice were bred and group-housed at room temperature (RT; 22°C–24°C) under a 12:12-h light:dark cycle and allowed *ad libitum* access to food (Purina Mills 5015) and water. Mice were either 10–12 or 20–24 weeks of age when euthanized and the age of each group is listed for each dataset. The mice were euthanized by cervical dislocation, and tissues were collected, snap-frozen in liquid nitrogen, and stored at −80°C until subsequent analyses could be performed. Mixed gastrocnemius skeletal muscle was powdered and used for all assays presented, unless otherwise noted. The mice were euthanized according to the approved procedures of the Panel on Euthanasia of the American Veterinary Medical Association.

### 2.2 Animal procedures

Body composition was measured using a Bruker NMR Minispec (Bruker Corporation, Billerica, MA, United States). Glucose tolerance tests and blood lactate measurements were performed after a 4-h fast as previously described (Warfel et al., 2017). Briefly, at 10–12 weeks of age after measuring baseline blood glucose and lactate levels via the tail vein using either a lactate plus meter (Nova Biomedical) or a blood glucose monitoring system (OneTouch Ultra 2), mice received a 0.2-mL intraperitoneal injection of 20% D-glucose (40 mg glucose per mouse; 1.5 g/kg for males and 2 g/kg for females), and blood glucose levels were subsequently monitored at 20 min, 40 min, and 60 min post-injection. Behavioral and indirect calorimetry studies were done in a 16-chamber Promethion system (Sable Systems International, Las Vegas, NV, United States) on the mice at 20–22 weeks of age. For these experiments, the mice were single-housed at RT (22°C–24°C) under a 12:12-h light:dark cycle and allowed *ad libitum* access to food and water. Gastrocnemius muscle was used for the measurement of the total glycogen content in HuR^m−/−^ and control mice. A glycogen assay kit (Abcam, ab65620) was used for glycogen measurement following the manufacturer’s instructions.

### 2.3 RNA isolation

RNA was extracted from 20 to 30 mg of powdered mouse tissue using TRIzol (Thermo Fisher Scientific, Waltham, MA, United States), as previously described (Lam et al., 2014). Briefly, samples were homogenized in 300 μL TRIzol and allowed to sit at RT for 5 min, and then, 0.2 mL of chloroform was added. The samples were shaken vigorously for 15 s and allowed to sit at RT for 2–3 min before they were centrifuged (12,000 × g; 15 min; 4°C) to induce phase separation. Approximately 150 µL of the upper aqueous supernatant containing RNA was transferred to a new microcentrifuge tube to which 150 µL of 70% ethanol was added, and the samples were vortexed. RNA was then isolated using an RNeasy kit (QIAGEN, Valencia, CA, United States) with DNAse treatment, as per the manufacturer’s instructions. RNA content and quality (260/280 ratio range 1.9–2.1) were assessed using NanoDrop 1000.

### 2.4 RNA sequencing

Whole gastrocnemius muscle of HuR^m−/−^ and control mice (N = 5–7 per group) were used for total RNA extraction, as described in Section 2.3. RNA-seq libraries were constructed using Illumina’s TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero. RNA was sequenced on the Illumina NextSeq 500 using the High Output v2 Kit and paired-end sequencing forward and reverse reads (2 × 75 bp) with 75 million reads/sample. Gene-level aggregated raw counts were normalized via the TMM algorithm in edgeR (Robinson et al., 2010), and subsequent differential gene expression analysis was conducted via limma (Ritchie et al., 2015). Significantly regulated genes were defined as genes with an adjusted *p*-value of differential gene expression (false discovery rate or FDR) ≤ 0.05. Biological pathway enrichment was evaluated via Gene Set Enrichment Analysis (GSEA) (Mootha et al., 2003) with pathways drawn from the Kyoto Encyclopedia of Genes and Genomes (KEGG), available from Molecular Signatures Database, MSigDB (Liberzon et al., 2011), from WikiPathways (Agrawal et al., 2024), or Gene Ontology and Biological Pathways (GOBP) (Nguyen et al., 2015). For pathway analysis, pathways with an adjusted enrichment *p*-value (FDR) ≤ 0.1 were considered to be significantly regulated, following established methods (Griss et al., 2020; Reimand et al., 2019).

### 2.5 Quantitative RT-PCR

Total RNA from tissues was isolated as described above. cDNA was then synthesized using an iScript cDNA synthesis kit and used for qRT-PCR with the SYBR Green system (Bio-Rad, Hercules, CA, United States). Analysis was conducted using the Norma-gene macro, as previously described (Heckmann et al., 2011; O’Connell et al., 2017). The mouse *ppib* transcript was included as an additional reference gene within the Norma-gene macro to provide additional power. Primer details are given in Supplementary Table S1.

### 2.6 Substrate oxidation assays

Mixed gastrocnemius muscle homogenates were prepared as previously described [14]. Fatty acid oxidation was measured as the liberation of ^14^CO_2_ from [1–^14^C]-palmitate (ARC, St. Louis MO). Oxidation of palmitate at a final concentration of 200 μM unlabeled and 0.625 nCi/μL labeled was measured over the course of 30 min. Homogenates were incubated with or without 1 mM unlabeled pyruvate to measure the inhibition of palmitate oxidation. Pyruvate oxidation was measured using identical procedures, with the exception of using a final concentration of 1 mM pyruvate unlabeled and 0.625 nCi/μL [3–^14^C]-pyruvate (ARC, St. Louis MO) ± unlabeled palmitate (200 µM) to assess substrate competition. All reactions were conducted using media (pH 7.4) consisting of 100 mM sucrose, 60 mM EDTA, 10 mM Tris HCl, 10 mM K_2_HPO_4_, 80 mM KCl, 1 mM MgCl_2_ 6H_2_O, 1 mM L-carnitine, 0.05 mM malate, 1 mM DTT, 0.05 mM nicotinamide adenine dinucleotide, 2 mM ATP, and 0.05 mM CoA.

### 2.7 Glucose and lipid uptake assays

Using previously described procedures (Hom et al., 1984) with modifications, at 10–12 weeks of age, HuR^m−/−^ and control mice were fasted for 4 h and injected with either 200 µL of 20% glucose supplemented with 25 µL of 1 mCi/mL deoxy-D-glucose, 2-[1–^3^H] (ARC), or oral gavaged with 200 μL of olive oil supplemented with 125 μL 0.1 mCi/mL S-2-bromopalmitic acid [1–^14^C] (ARC). For the preparation of the palmitic acid solution, the stock solution was primarily ethanol, which was evaporated with compressed air prior to the addition of olive oil. Glucose-injected mice were euthanized after 40 min and palmitate-gavaged mice were euthanized after 3 h. Tissues were collected following euthanasia, and up to 75 mg of each tissue was placed in 1.5 mL of hexadecyltrimethylammonium bromide (Sigma) containing solubilization buffer and incubated for 6 h in a 65-C water bath with gentle shaking. Then, 10 mL of scintillation cocktail was added to each vial, and the vials were read for total ^3^H and ^14^C counts, respectively, in a scintillation counter.

### 2.8 Study approval

Animal studies were conducted at the Pennington Biomedical Research Center’s AALAC-approved facility. All experiments were in compliance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the Pennington Biomedical Research Center Institutional Animal Care and Use Committee under PBRC IACUC Protocol #1049.

### 2.9 Statistics

Data are expressed as the mean ± SEM. For single-variable comparisons between control HuR^m−/−^ mice or between males and females, GraphPad Prism software was used to determine significant differences with paired, equal-variance two-tailed Student's *t*-tests, where normality was established using the D’Agostino–Pearson normality test. For multiple comparisons between genotypes and sex groups, GraphPad Prism software was used to determine significant differences with two-way ANOVA using Tukey’s *post hoc* analysis. For either test, *p* < 0.05 was considered significant.

## 3 Results

### 3.1 HuR^m−/−^ male mice clear glucose better than controls at a young age

We previously reported that 20- to 24-week-old HuR^m−/−^ male mice have increased fat mass and impaired glucose clearance (Mynatt et al., 2019; Stone et al., 2021). As adiposity is strongly linked to glucose intolerance (Goodpaster and Sparks, 2017; Goodpaster and Kelley, 2002), we sought to determine whether glucose intolerance preceded the development of adiposity. In the present study, 10- to 12-week-old HuR^m−/−^ male mice exhibited similar levels of body weight and fat mass as age-matched controls (Figure 1A). Interestingly, in the absence of differences in adiposity, young HuR^m−/−^ male mice exhibited improved glucose tolerance (Figure 1C). In addition, our previous work reported sex-specific differences in HuR^m−/−^ mice. Specifically, while 20- to 24-week-old female HuR^m−/−^ mice exhibited similar increases in adiposity as HuR^m−/−^ male mice, unlike their male counterparts, females had improved glucose clearance rates (Stone et al., 2021). Within the present study, we tested the link between adiposity and glucose tolerance in 10- to 12-week-old mice, which showed similar body weight and fat mass between HuR^m−/−^ vs. floxed controls (Figure 1B). Surprisingly, the results herein suggest that in the absence of expansion of adiposity, female HuR^M−/−^ mice do not exhibit improvements in glucose tolerance (Figure 1D).

**FIGURE 1:**
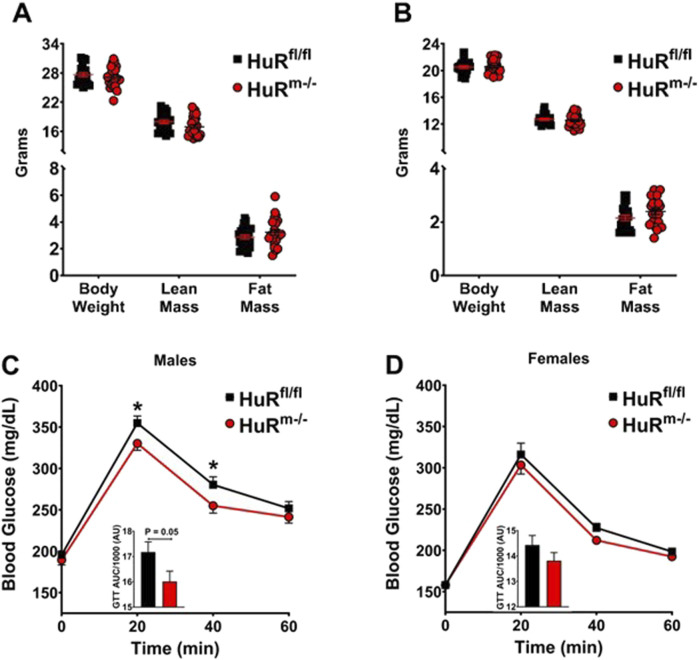
Male HuR^m−/−^ mice show increased glucose clearance relative to controls when weight-matched. **(A, B)** Body weight, lean mass, and fat mass are shown for control (black) and HuR^m−/−^ (red) males **(A)** and females **(B)**. **(C, D)** GTT are shown with the area under the curve displayed as an inset figure for control (black) and HuR^m−/−^ (red) males **(C)** and females **(D)**. N = 21–22; *p ≤ 0.05.

### 3.2 Enhanced glucose clearance in HuR^m−/−^ male mice is seen principally in skeletal muscle

To determine where glucose clearance may be enhanced in male HuR^m−/−^ mice, we utilized these same 10- to 12-week-old mice to monitor glucose uptake following injection with 1,2-^3^H, 2-deoxy-D-glucose (2DG). Male HuR^m−/−^ mice show a significant increase in glucose uptake in skeletal muscle when all tissues are averaged together as a whole, and this increase is especially localized to tissues with a significant proportion of type II skeletal muscle fibers such as gastrocnemius and extensor digitorum longus (EDL) (Figures 2A, C). Females on the other hand show no increases in uptake in any measured tissues but have a slightly decreased clearance in adipose tissue (Figures 2B, D). The only other tissue where significant differences in glucose uptake were noted was brown adipose tissue (BAT), where glucose uptake is significantly higher in HuR^m−/−^ males than in controls. Given the common origin of BAT and skeletal muscle as Myf5^+^ cells (Jung et al., 2019), we verified that mRNA of *elavl1*, the gene encoding HuR, was not expressed at a lower level in BAT of HuR^m−/−^ animals as it was it gastrocnemius compared to controls (Supplementary Figure S1). Although the result of increased glucose uptake in BAT in the absence of skeletal muscle HuR is intriguing and warrants further investigation, we did not perform further analyses of this phenomenon.

**FIGURE 2:**
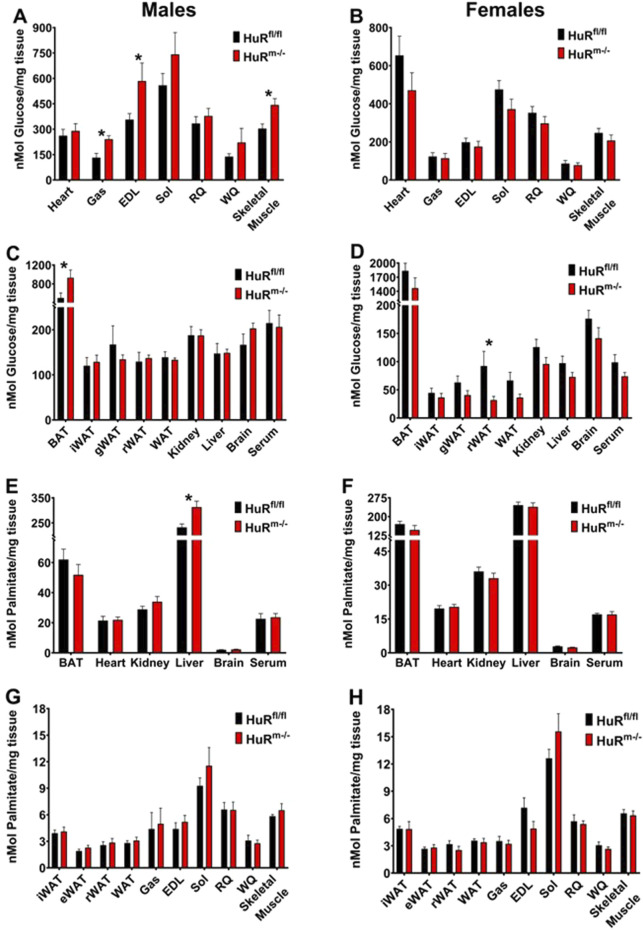
Increased glucose uptake is localized primarily to skeletal muscle in male HuR^m−/−^ mice. **(A–D)** Glucose uptake is shown in muscle **(A, B)** and additional **(C, D)** tissues from control (black) and HuR^m−/−^ (red) males **(A, C)** and females **(B, D)**. **(E–H)** Palmitate uptake is shown in various tissues **(E, F)** and skeletal muscle and white adipose tissues **(G, H)** from control (black) and HuR^m−/−^ (red) males **(E, G)** and females **(F, H)**. BAT, brown adipose tissue; iWAT, inguinal white adipose tissue; gWAT, gonadal white adipose tissue; Gas, gastrocnemius; EDL, extensor digitorum longus; Sol, soleus; RQ, red quadriceps; WQ, white quadriceps; muscle, average of all muscles. N = 9–10; *p ≤ 0.05.

In addition to monitoring glucose uptake, we also monitored tissue uptake of 1-^14^C-S-2-bromopalmitate (2BP) to determine whether baseline clearances in dietary fat contributed to enhanced fat mass gain. HuR^m−/−^ males exhibited significantly increased uptake of 2BP only in the liver (Figures 2E, G), whereas no differences in lipid uptake were observed between genotypes in female mice (Figures 2F, H).

### 3.3 HuR^m−/−^ male mice have an increased glycolytic mRNA signature in skeletal muscle

A second cohort of mice of 20 weeks of age (WOA) was studied for better comparison to previous studies (Mynatt et al., 2019; Stone et al., 2021). Mice from each genotype controlled for weight were used for transcriptomics analyses conducted on total RNA isolated from skeletal muscle of HuR^m−/−^ and control mice. 

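The authors counted the reads of each gastrocnemius library on each gene and deposited these counts without normalization. The counts cover 56 mice in 8 groups of 7, which combine sex, genotype (HuR m-/- or control) and a locked or a running wheel. The paper gives an age of 20 weeks and does not mention wheels, whereas the sample labels give 5 months of age and wheels from 10 to 20 weeks. The 28 mice with locked wheels were therefore taken as the 4 groups of the paper. The paper describes stranded total RNA libraries depleted of ribosomal RNA, with paired reads of 75 bases and 75 M reads per sample. The labels instead describe a kit that sequences the 3′ ends of transcripts, with single reads of 50 bases. All values here use the deposited counts, which sum to between 6803401 and 18394231 per locked-wheel mouse. The medians were 10425872 in male controls (6803401 to 17488833), 13116882 in male HuR m-/- mice (10330165 to 18394231), 11205977 in female controls (8519862 to 14375522) and 11532954 in female HuR m-/- mice (7889427 to 15963607). In every pair of mice from 1 group the counts differed by more than the sampling noise (chi-square per degree of freedom 3.69 to 54.2), so each mouse was counted as 1 replicate. The paper's text does not name the aligner, the genome build or the annotation.

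As in the paper's methods, counts were normalized with TMM in edgeR and tested with limma. Counts were scaled to the library total (CPM, counts in each 1e+06 of the total) and taken to log2 with precision weights (voom), low genes were removed with edgeR's filterByExpr, and the 4 groups were fitted together. Genes with a Benjamini-Hochberg adjusted p of 0.05 or less were called. The methods give 5 to 7 mice per group. The columns of the heatmaps in Figures 4A–D were matched to the deposited counts of the 42 genes drawn there. Each of the 50 columns matched 1 locked-wheel mouse (r = 0.59 to 0.95) better than any other locked-wheel mouse, by at least 0.10 in r. They identify 25 mice, namely 7 male controls, 7 female controls, 6 male HuR m-/- mice and 5 female HuR m-/- mice. Male HuR m-/- mouse 24 and female HuR m-/- mice 19 and 30 were not drawn, and the paper gives no reason for leaving them out. Values are given over the 25 mice first and then over all 28.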

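Elavl1, the gene deleted in HuR m-/- muscle (ENSMUSG00000040028), lies on the minus strand of chromosome 8 from 4285382 to 4325413 (GRCm38, GENCODE M21). Its counts check the labels. Over the 25 mice, normalized Elavl1 counts were 49.4 ± 4.73 CPM (SD, n = 6) in males labelled HuR m-/- and 51.6 ± 7.57 CPM (SD, n = 7) in male controls, a log2 fold change of -0.05 (standard error 0.09, limma adjusted p = 0.864). In females they were 44.2 ± 4.63 CPM (SD, n = 5) and 43.7 ± 3.00 CPM (SD, n = 7), a log2 fold change of 0.02 (standard error 0.10, limma adjusted p = 0.963). Two-sided exact permutation tests gave p = 0.597 in males and p = 0.888 in females. Over all 28 mice, the log2 fold changes were -0.04 in males (standard error 0.09, limma adjusted p = 0.891) and 0.11 in females (standard error 0.10, limma adjusted p = 0.665). The fitted level in labelled mice was 97.2% of controls in males (95% confidence interval 85.4 to 110.6%) and 108.0% in females (94.7 to 123.3%). With locked-wheel and running-wheel mice normalized together, the mice not drawn in Figure 4 had 52.3 CPM (male 24), 51.6 CPM (female 19) and 62.4 CPM (female 30). Elavl1 was thus not lower in the mice labelled HuR m-/-. Myl1, the gene of the promoter that drives the Cre recombinase, was below all controls of the same sex and wheel in 10 of the 14 locked-wheel labelled mice, and in 21 of 28 with the running-wheel mice included. It was singled out after its values were seen. Directions given for labelled mice rest on the labels. Counts per gene do not show whether reads of the deleted exon were among those of Elavl1.

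**Figure D1:**
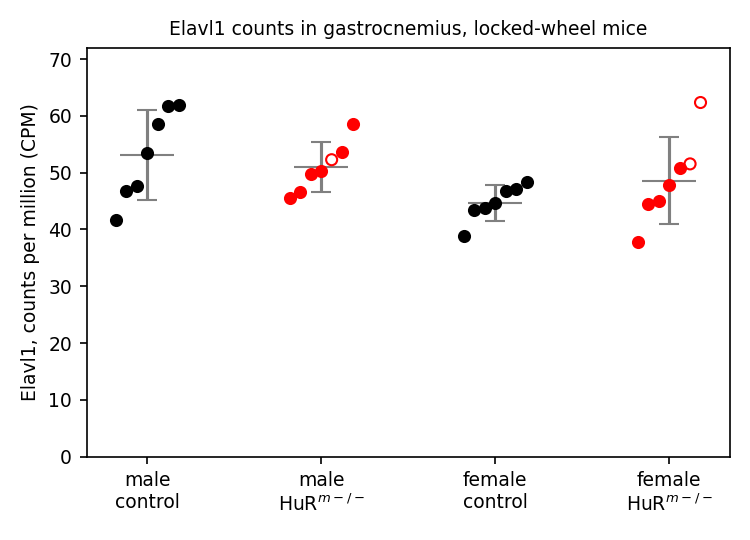
Elavl1 CPM in each of the 28 locked-wheel mice, without normalization between mice, for male and female controls (black) and mice labelled HuR m-/- (red). Open circles are the 3 mice not drawn in Figure 4, and bars are the mean ± SD of 7 mice per group. Labelled males lie between 45.6 and 58.5 CPM and male controls between 41.7 and 61.9 CPM, while labelled females lie between 37.7 and 62.4 CPM and female controls between 38.9 and 48.4 CPM.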

We utilized gastrocnemius muscle in order to represent a sample known to contain a relatively equal number of type 1 and type 2 muscle fibers (Schiaffino and Reggiani, 2011), which also showed enhanced glucose clearance during uptake assays (Figure 2A). 

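Over the 25 mice, 15 of 13768 genes tested were called between males labelled HuR m-/- and male controls, 9 higher and 6 lower in the labelled mice. In females 56 genes were called, 24 higher and 32 lower. Over all 28 mice, 60 of 13486 genes were called in males, 22 higher and 38 lower, and these included all 15. In females 0 genes were called over the 28 mice, and 1770 had an unadjusted p under 0.05. When only male mouse 24 was left out of the 28, 13 genes were called in males and 9 in females. Without female mouse 19 the counts were 37 and 1, and without female mouse 30 they were 70 and 83. Mice that Figure 4 does draw moved the male count further, from 6 genes without labelled male 11 to 304 genes without labelled male 8. Among other settings, sample quality weights in limma raised the male count most, to 253 genes over 25 mice and 375 over 28. DESeq2 raised the female count most, to 303 and 131 genes. With the mean of the liver marker genes as the only covariate, tried after the values were seen, 3 genes were called in males over 25 mice and 4 over 28, and 1 and 3 in females. With upper-quartile normalization, 32 genes were called in males over 28 mice, 16 higher and 16 lower. The difference between the sexes was itself tested as an interaction of sex with genotype, which called 0 genes over either set, with 992 unadjusted p under 0.05 over 25 mice and 926 over 28.

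Of the 60 genes called in males over 28 mice, 11 showed no overlap between the 7 and 7 mice. Chance gives 0.0583% of unselected genes, which cannot be set against genes called for their difference. By log2 fold change, the largest rises among the 11 were in Pi4kb (chromosome 3), Srrm4os (chromosome 5) and the lincRNA 5430431A17Rik (chromosome 7). Pi4kb (94974731 to 95006843) rose by a log2 fold change of 1.22 over 25 mice (standard error 0.28, limma adjusted p = 0.0937) and 1.28 over 28 (standard error 0.29, limma adjusted p = 0.0408). Srrm4os (116438720 to 116465487) is annotated as antisense, so its reads depend on whether strand was used in counting. Its normalized counts were 8.45 ± 3.59 CPM (SD, n = 6) in labelled males and 3.22 ± 0.38 CPM (SD, n = 7) in controls over the 25 mice, and it was called over both sets (limma adjusted p = 0.0409 and 0.0347). 5430431A17Rik (44473538 to 44486138) stood at 19.6 ± 2.27 CPM (SD, n = 6) against 11.5 ± 3.49 CPM (SD, n = 7) and was also called over both sets (limma adjusted p = 0.0409 and 0.0347). The largest falls were in Mocs2 on chromosome 13 (log2 fold change -0.60 over either set), 1600014C10Rik on chromosome 7 (-0.49 over either set) and Peli2 on chromosome 14 (-0.49 over 25 mice and -0.48 over 28). These 3 were called over 28 mice (limma adjusted p = 0.0491, 0.0418 and 0.0394) but not over 25 (0.0937, 0.0937 and 0.0873). Only 2 genes were called in both sexes over the 25 mice, 5430431A17Rik and Psap, and Psap is named here after its values were seen. The log2 fold change of 5430431A17Rik in females was 0.94 (standard error 0.19, limma adjusted p = 0.0276), and that of Psap, on chromosome 10, was -0.78 in males (standard error 0.16, limma adjusted p = 0.0409) and -0.996 in females (standard error 0.17, limma adjusted p = 0.0276).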

Reporting only genes with an FDR < 0.05, we found that the total number of differentially expressed genes between male HuR^m−/−^ and control samples was 384, whereas female mice had 315 differentially expressed genes (Figure 3A). 

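Between female and male controls, 2627 genes were called when the 25 mice were fitted, 1236 higher in females and 1391 lower, and 2650 when the 28 mice were fitted, 1321 higher and 1329 lower. Of these, 2527 were called in both fits. All 14 locked-wheel controls are drawn in Figure 4, so the fits differ only in the mice labelled HuR m-/- that share the filter and the estimate of the spread. Without male mouse 24, female mouse 19 or female mouse 30 of the labelled groups, the count was 2650, 2616 and 2634. Among the 2650 genes, 930 showed no overlap between the 7 and 7 controls. The largest rise in females was in Xist, the X-inactivation RNA on chromosome X (103460366 to 103483254), at 136.9 ± 10.8 CPM (SD, n = 7) against 0.910 ± 1.55 CPM (SD, n = 7) in males over the 25 mice (limma adjusted p = 1.4e-10). Ddx3y on chromosome Y (1260771 to 1286629) stood at 115.8 ± 10.7 CPM (SD, n = 7) in male controls and 0.120 ± 0.190 CPM (SD, n = 7) in female controls. Outside the sex chromosomes, the largest rises among genes without overlap were in Gm765 on chromosome 6, with a log2 fold change of 3.48 over 25 mice (standard error 0.73, limma adjusted p = 0.0011) and 3.45 over 28, and in the metalloproteinase gene Mmp3 on chromosome 9, with 2.96 over 25 mice (standard error 0.55, limma adjusted p = 0.00029) and 2.98 over 28. The setting that moved the count most added the mean of liver and of adipocyte marker genes as covariates, with 539 genes called over 28 mice. The adipocyte markers were higher in female than in male controls, by 1.20 on the log2 scale over 10 genes (exact permutation test over 7 and 7 mice, p = 0.0012).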

Differences between male and female skeletal muscle were much more pronounced, with 2,974 genes being differentially expressed between control male and female samples. Remarkably, the removal of HuR decreased this number by 50% to 1,483 differentially expressed genes.

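Between female and male mice labelled HuR m-/-, 1800 genes were called over the 25 mice, 886 higher in females and 914 lower, which is 68.5% of the count in controls. Over all 28 mice there were 2337 genes, 1170 higher and 1167 lower, or 88.2% of the count in controls. Of the 1800 genes, 1243 were also called in controls, and of the 2337 genes, 1516. When male mouse 24 was left out of the 28, 2286 genes were called (86.3% of controls), without female mouse 19 there were 2097 (80.2%) and without female mouse 30 there were 2144 (81.4%). Over the 28 fits that each left out 1 mouse the percentage ran from 72.6 to 110.2%, the highest without male control 20, and in random subsets of 5 mice per group its median was 93.0% (48.5 to 152.3%). Xist remained far higher in females (139.2 ± 20.6 CPM, SD, n = 5, against 0.377 ± 0.211 CPM, SD, n = 6, over the 25 mice), and Sfrp4 on chromosome 13 had a log2 fold change of 2.82 over 25 mice (standard error 0.52, limma adjusted p = 0.00058) and 2.70 over 28.

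The 25 mice hold 11 labelled mice and 14 controls. Controls were therefore drawn at random to 6 males and 5 females in 100 draws. The median count was then 1903.5 genes in controls (1486 to 2458) and 1721 in the labelled mice of the same fits (1617 to 1855), a median of 91.05%, and in 10 of the 100 draws the controls had no more genes than the labelled mice. Random draws of the labelled mice from the 28, with the group sizes of Figure 4, gave 46.0 to 96.6% (median 66.7%). When only the 2 groups compared were fitted the percentage was 32.6% over the 25 mice and 54.9% over the 28, and with the adipocyte markers as the only covariate, tried after the values were seen, it was 27.0% and 56%. The direction of these comparisons rests on the labels, since Elavl1 was not lower in the labelled mice.

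**Figure D2:**
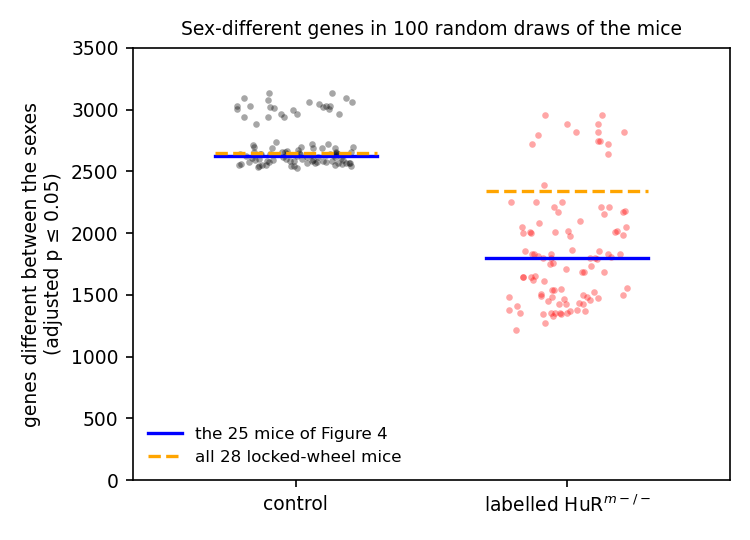
Number of genes different between the sexes at an adjusted p of 0.05 or less in controls (black) and in mice labelled HuR m-/- (red). Each point is 1 of 100 random draws of locked-wheel mice with the group sizes of Figure 4 (7 and 7 controls, 6 and 5 labelled mice), the solid line is the 25 mice of Figure 4 and the dashed line is all 28 mice. Counts in labelled mice lie between 1216 and 2956 and in controls between 2529 and 3137. The same 7 and 7 controls are in every draw, so the control points differ only through the labelled mice fitted with them. Group sizes differ between controls and labelled mice, so the gap between them is not a comparison at equal size.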

**FIGURE 3:**
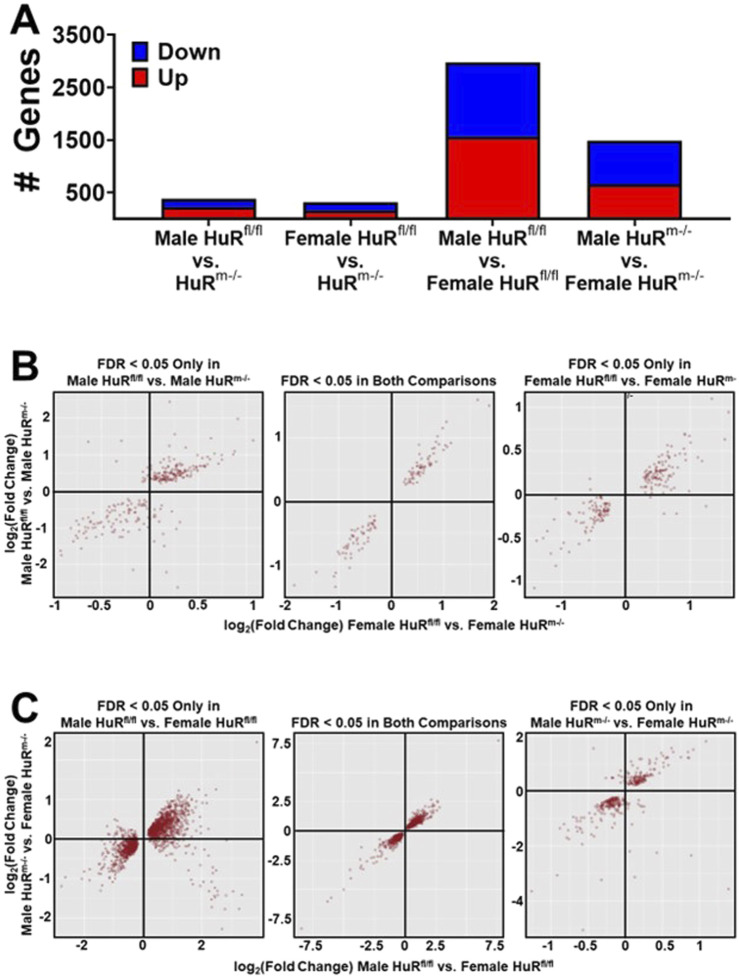
Removal of HuR from skeletal muscle reduces differential gene expression between males and females by half. **(A)** Number of differentially expressed genes between control and HuR^m−/−^ mice separated by sex, or male and female mice separated by genotype. **(B)** Scatterplot analyses of log_2_ (fold change) between females of different genotypes versus males of different genotypes. First panel plots genes that are significantly differentially expressed (FDR<0.05) between male animals of different genotypes only. Middle panel plots genes that are significantly differentially expressed (FDR<0.05) between male and female animals of different genotypes. Last panel plots genes that are significantly differentially expressed (FDR<0.05) between female animals of different genotypes only. **(C)** Scatterplot analyses plotting log_2_ (fold change) between sexes of controls versus sexes of HuR^m−/−^ mice. First panel plots genes that are significantly differentially expressed (FDR<0.05) between sexes in controls only. Middle panel plots genes that are significantly differentially expressed (FDR<0.05) between sexes within both genotypes. Last panel plots genes that are significantly differentially expressed (FDR<0.05) between sexes in HuR^m−/−^ mice only.

Scatterplots were generated with genes at FDR<0.05 by comparing Log_2_ (fold change) between all groups. These comparisons were of genes that were differentially expressed in either the male HuR^fl/fl^ vs. male HuR^m−/−^ comparison (left panel, Figure 3B), female HuR^fl/fl^ vs. female HuR^m−/−^ comparison (right panel, Figure 3B), or differentially expressed in both comparisons (middle panel, Figure 3B). These plots reveal that among both common and uniquely differentially expressed genes between groups, the direction of change in expression in HuR^m−/−^ mice compared to controls is largely consistent regardless of sex. 

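Over the 25 mice, 69 genes were called between mice labelled HuR m-/- and controls in at least 1 sex, and 63 of them (91.3%, Wilson 95% interval 82.3 to 96.0%) changed in the same direction in both sexes. This held for 12 of the 13 genes called in males only, 49 of the 54 called in females only and the 2 genes called in both sexes. Over all 28 mice the share was 53 of 60 genes (88.3%, 77.8 to 94.2%), all of them called in males only. It was 86.4% without male mouse 24, 89.5% without female mouse 19 and 94.5% without female mouse 30. Leaving out male control 18 moved it most, to 69.2%. Over all genes tested, called or not, 59.3% changed in the same direction over 25 mice and 59.5% over 28. Across all genes, which are not independent replicates, the log2 fold changes of the sexes had a correlation of -0.29 over 25 mice and -0.20 over 28. The intervals cover counting error only. The changes in males and females share no mice.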

When similar scatterplots are created comparing sexes within a given genotype (Figure 3C), the direction of change in female mice tends to be consistent compared to males regardless of the genotype. Collectively, these results demonstrate that the removal of HuR results in few changes in gene expression relative to controls but greatly diminishes transcriptomic differences between male and female gastrocnemius muscle.

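Of the 3184 genes called between the sexes in controls or in mice labelled HuR m-/- over the 25 mice, 3019 (94.8%, Wilson 95% interval 94.0 to 95.5%) had the same direction in both genotypes. By where a gene was called, these were 1275 of 1384 genes called in controls only, 504 of 557 called in labelled mice only and 1240 of 1243 called in both. Over all 28 mice the numbers were 3291 of 3471 genes (94.8%), with 1049 of 1134, 726 of 821 and 1516 of 1516. The share was 95.01%, 94.3% and 95.02% without male mouse 24, female mouse 19 and female mouse 30. It moved most, to 92.4%, in a fit of all 56 mice. Over all genes tested, 70.7% had the same direction over 25 mice and 72.4% over 28, and the log2 fold changes correlated across genes with r = 0.22 and 0.34. The 24 liver marker genes moved apart from this, since 23 were higher in female than in male controls (exact permutation test on their mean, p = 0.0571). In labelled mice their mean was different by -1.46 on the log2 scale, females minus males, over 28 mice (exact permutation p = 0.0798) and by -2.38 over 25 (exact permutation p = 0.0065).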

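A count of called genes depends on group size and threshold, so the size of the sex difference was also compared on genes chosen in other mice. In the 14 running-wheel controls, 1305 genes with values in the fit of the 25 mice and 1304 with values in that of the 28 were called between the sexes. Over these genes the sex differences of the locked-wheel mice were regressed through the origin on those of the running-wheel controls. Genes with a larger sex difference therefore weigh more, such as Xist and Ddx3y of the sex chromosomes. Over the 25 mice the slope was 0.673 in mice labelled HuR m-/- and 0.767 in controls, so labelled mice retained 87.7% of the sex difference of controls (p = 0.147 from 10000 permutations of genotype within sex, two-sided). Over all 28 mice the slopes were 0.639 and 0.766, a retained share of 83.3% (p = 0.064 from the same permutation test). The share was 86.8% without male mouse 24, 83.4% without female mouse 19 and 84.0% without female mouse 30. A score of each mouse along this sex difference was higher, toward females, by 0.131 in labelled than in control males over 28 mice (permutation p = 0.046) and by 0.104 over 25 (permutation p = 0.090), while in females the shift was 0.0031 (permutation p = 0.876) and 0.0098 (permutation p = 0.660). Over 28 mice, mouse 24 scored 0.290, mouse 19 scored 0.763 and mouse 30 scored 0.738. The share moved most, to 74.9% over 28 mice, when only autosomal genes were used. The shares above thus rest in part on genes of the sex chromosomes. From its counts of changed genes and its scatterplots together, the paper concludes that the removal of HuR changes few genes relative to controls but greatly lessens the differences between the transcriptomes of male and female gastrocnemius muscle.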

Through pathway enrichment analysis *via* GSEA, we determined pathways that were significantly different in group comparisons with FDR ≤ 0.1. Of the top 60 pathways identified (Supplementary Figure S2A), the Ppar signaling pathway was number 3, and the glycolysis/gluconeogenesis pathway was number 7. 

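Gene sets were tested with preranked enrichment (fgsea, 10000 permutations of genes) on limma's moderated t statistics. Benjamini-Hochberg adjustment covered 8 tests, 2 sets in 4 comparisons, with a threshold of 0.1 as in the paper. The glycolysis/gluconeogenesis set was the 42 genes named in Figure 4A. The Ppar set was a list of 73 genes of this pathway, written before the counts were seen, of which 65 are in the deposited table and 61 passed the filter. The other pathways behind Supplementary Figure S2A were not analysed here, so no rank among those pathways is given. Both sets passed the threshold in the same 3 of 4 comparisons, over 25 and over 28 mice, namely the genotype comparison in each sex and the sex comparison in mice labelled HuR m-/-. The test that moved these values most was camera with the correlation between genes estimated from the data. Its adjusted p in those comparisons ranged from 0.203 to 0.573 over the 25 mice and from 0.216 to 0.600 over the 28. With fry, which also allows for correlated genes, the glycolysis set passed in all 4 comparisons over both sets of mice, and the Ppar set passed in females over both and between the sexes of labelled mice over the 25 only. With exact permutation of the mice, the glycolysis set passed in the same 3 comparisons (largest adjusted p = 0.0343 over the 25 mice and 0.0385 over the 28). The Ppar set then passed between the sexes of labelled mice over both, and in females over the 25 only.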

The Ppar signaling pathway is a known regulator of both fat metabolism and lipid biosynthesis (Christofides et al., 2021), and we have previously reported differences in expression levels of genes within this pathway between male HuR^m−/−^ and control male mice (Stone et al., 2021). The differential expression in Ppar signaling pathway genes thus likely relates to metabolic changes within skeletal muscle lacking HuR (Supplementary Figure S3).

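In males the Ppar set was higher in mice labelled HuR m-/- than in controls, with a normalized enrichment score of 1.404 (fgsea permutation, adjusted p = 0.0538) over the 25 mice and 1.389 (0.0631) over the 28. In females it was lower, with -2.01 (fgsea permutation, adjusted p = 0.0015) over 25 mice and -2.03 (0.0014) over 28. Between female and male controls the score was 1.11 (0.304) and 1.12 (0.301), and between female and male labelled mice it was -1.78 (0.0030) and -1.68 (0.0097). Without male mouse 24, female mouse 19 and female mouse 30 the adjusted p in males was 0.0825, 0.0483 and 0.0825, and in females it stayed between 0.00078 and 0.0015. The mean log2 CPM of the set was 3.61 in male 24, 4.16 in female 19 and 3.68 in female 30. Leaving out labelled male 8 raised the adjusted p in males to 0.597. Over the 25 mice, 38 of the 61 genes were higher in labelled males and 52 of 61 were lower in labelled females, and in females 0 genes were called over either set, with 14 unadjusted p under 0.05 over 25 mice and 10 over 28. The 1 gene called in males was Cyp4a12a, named after its values were seen, with a log2 fold change of 3.89 over 25 mice (standard error 0.77, limma adjusted p = 0.0409) and 3.76 over 28. Adjusted over the list alone, the counts were unchanged in both sexes. The mean of the set followed the mean of the 24 liver marker genes across the 28 mice (Pearson r = 0.932, Spearman rho = 0.922, permutation p = 1e-05 for each, the smallest that 100000 resamples give, adjusted p = 1.75e-05 over 7 relations). Of the 61 genes, 3 (Apoa1, Apoa2 and Apoc3) are liver markers too, which raises this value by construction. For the other 58 genes r was 0.879 and rho 0.869 (permutation p = 1e-05 and adjusted p = 1.75e-05 for each), with r = 0.8165 without the 2 mice farthest from the median and 0.850 to 0.929 within the 4 groups. With the liver markers as a covariate, the sign in males reversed (fgsea permutation, adjusted p = 0.0978 over 25 mice and 0.396 over 28). Without the 3 shared genes in the list, the adjusted p was 0.259 and 0.239 in males, 0.0022 and 0.0029 in females and 0.0133 and 0.0221 between labelled sexes, a list tried after the values were seen.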

Further analysis of differences in the KEGG pathway termed “glycolysis/gluconeogenesis” between groups (Figures 4A–D) indicated differences that in general followed the same trend as was found in the Ppar signaling pathway. 

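In the 25 mice, the normalized enrichment score of the 42 glycolysis/gluconeogenesis genes between female and male controls was 0.93 (fgsea permutation, adjusted p = 0.586), and in the 28 mice it was 0.85 (0.718). Of these genes 32 were higher in females, with a median log2 fold change of 0.18 over 25 mice and 0.19 over 28. Called genes went both ways. Over 28 mice the higher ones were Aldh2 (log2 fold change 0.60), Fbp2 (0.47), Adh1 (0.77), Ldhb (0.37) and Aldh1a3 (1.17), and over 25 mice Aldh7a1 took the place of Aldh1a3. Over each set 5 genes were lower, among them Hk2 (-0.63 over 28 mice), Pfkm (-0.45), Gpi1 (-0.49) and Pdha1 (-0.25) over both. Adjusted over the list alone, 11 genes were called over either set. Among the tests of this set, fry in limma was past the threshold (limma adjusted p = 0.0826 over 25 mice and 0.0786 over 28). The direction turned in the muscle forms of the 11 glycolytic steps, which as a list were lower in female controls (fgsea permutation, adjusted p = 0.0175 over 25 mice and 0.0147 over 28). Between female controls and females labelled HuR m-/-, the set was higher in controls, with a score of -1.82 for labelled mice against controls (fgsea permutation, adjusted p = 0.0041) over 25 mice and -1.73 (0.0097) over 28. There 27 of 42 genes were lower in labelled females over 25 mice and 29 of 42 over 28, with median log2 fold changes of -0.10 and -0.07, and 0 genes were called, with 7 unadjusted p under 0.05 over 25 mice and 8 over 28. Adjusted over the list alone, 5 genes were lower over 25 mice (Pgk1, Aldh7a1, Bpgm, Gapdh and Dlat) and 1 over 28 (Bpgm). Without male mouse 24, female mouse 19 and female mouse 30 the adjusted p was 0.0061, 0.0059 and 0.0050 for this comparison and 0.631, 0.639 and 0.683 for that between controls. The mean log2 CPM of the 42 genes was 5.01 in female 19 and 4.90 in female 30, against 4.72 ± 0.19 (SD, n = 7) over labelled females and 4.85 ± 0.22 (SD, n = 7) over female controls.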

Significant enrichment was found in female controls relative to male controls with FDR = 0.08 and in female controls relative to female HuR^m−/−^ with FDR = 0.03. In contrast to females, male HuR^m−/−^ gastrocnemius muscle showed enrichment in glycolysis/gluconeogenesis pathway gene expression with FDR = 0.08. 

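The normalized enrichment score of the set in males labelled HuR m-/- against male controls was 2.01 (fgsea permutation, adjusted p = 0.0015) over the 25 mice and 1.70 (0.0115) over the 28. Of the 42 genes, 28 were higher in labelled males over 25 mice and 27 over 28, with a median log2 fold change of 0.10 over both. At an adjusted p of 0.05, 0 genes were called over either set, with 6 unadjusted p under 0.05 over 25 mice and 7 over 28. Adjusted over the list alone, 1 gene, Pgam2, was called over 28 mice and 0 over 25. The mean log2 CPM of the set per mouse was 4.77 ± 0.10 (SD, n = 7) in labelled males, with 4.89 in mouse 24, and 4.52 ± 0.16 (SD, n = 7) in male controls. Leaving out mouse 24 gave an adjusted p of 0.00078, and leaving out female mice 19 and 30 gave 0.0111 and 0.0105. It was past the threshold in neither the fit without labelled male 8 (0.239) nor that without male control 20 (0.121). Within the muscle forms of the 11 glycolytic steps alone, the rise in males was not past the threshold (fgsea permutation, adjusted p = 0.168 over 25 mice and 0.314 over 28).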

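Between female and male mice labelled HuR m-/-, the 42 genes had a normalized enrichment score of -1.59 (fgsea permutation, adjusted p = 0.0218) over the 25 mice and -1.60 (0.0177) over the 28, lower in females. By the matching of columns, the heatmap of this comparison has 5 females and male 11 left of its divider and 5 males right of it. Split this way, a grouping tried after the values were seen, the score was -1.64 (fgsea permutation, adjusted p = 0.0115). Over 25 mice 28 of the genes were lower in females, with a median log2 fold change of -0.21, and 9 were called, 3 higher (Ldhb, Aldh2 and Pgm2) and 6 lower. Over 28 mice 27 were lower, with a median of -0.17, and 8 were called, 1 higher (Aldh2, 0.42) and 7 lower. The lower ones over 28 mice were Hk2 (-0.36), Pfkm (-0.37), Gapdh (-0.47), Pdha1 (-0.25), Eno3 (-0.21), Tpi1 (-0.30) and Gpi1 (-0.53). The muscle forms of the 11 steps alone were lower in females too (fgsea permutation, adjusted p = 0.0030 over 25 mice and 0.00079 over 28). Without male mouse 24, female mouse 19 and female mouse 30 the adjusted p of the 42 genes was 0.0125, 0.0256 and 0.0113. The change of the sex difference between genotypes was tested as the interaction of sex with genotype, with a score of -2.26 over 25 mice and -2.15 over 28 (fgsea p = 0.00017 for each, the smallest the gene permutations could give).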

Strikingly, the pathway enrichment found in female relative to control males was not seen between HuR^m−/−^ males and females (FDR = 0.68).

**FIGURE 4:**
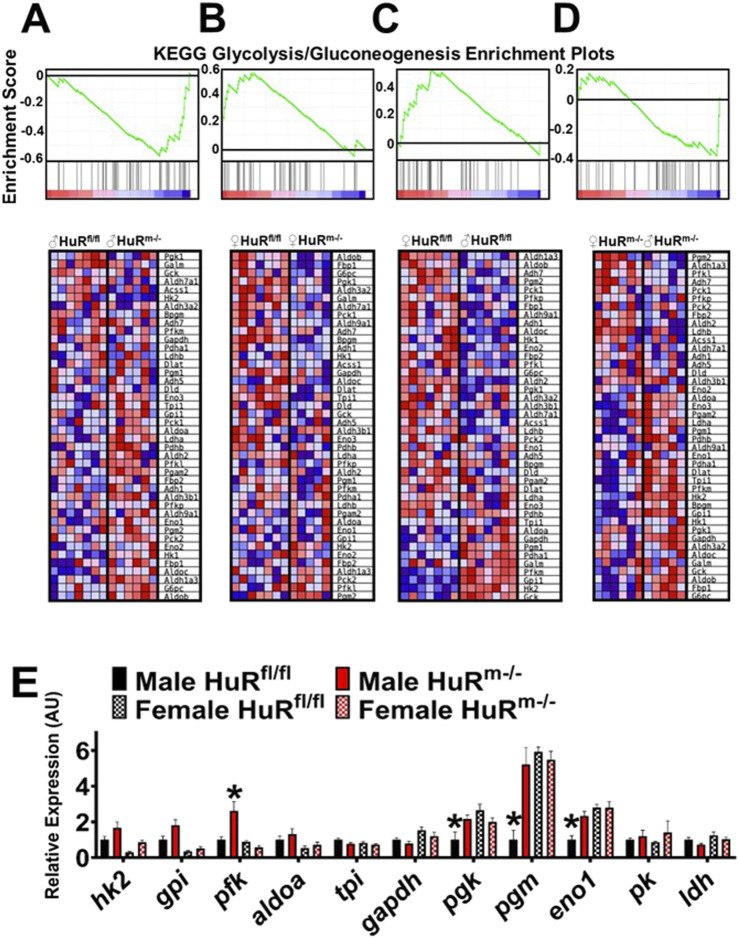
Male HuR^m−/−^ mice show an increased glycolytic transcript signature. **(A–D)** KEGG enrichment plots and Gene Set Enrichment Analyses showing differential expression of glycolysis/gluconeogenesis genes for each comparison of genotypes or sexes. **(A)** Male genotype comparison (downregulated in controls, FDR = 0.08). **(B)** Female genotype comparison (upregulated in controls, FDR = 0.03). **(C)** Control sex comparison (upregulated in females, FDR = 0.08). **(D)** HuR^m−/−^ sex comparison (not significant, FDR = 0.68). **(E)** qPCR analysis of glycolytic genes for control (black) and HuR^m−/−^ (red) males (solid) and females (checkered). N = 7–8; *p ≤ 0.05 for the marked bar compared to all other groups.

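The 42 genes of the heatmaps include enzyme forms of several tissues. Of these, 6 are mainly liver or kidney forms. The muscle forms of 11 glycolytic steps are Hk2, Gpi1, Pfkm, Aldoa, Tpi1, Gapdh, Pgk1, Pgam2, Eno3, Pkm and Ldha, of which 10 are among the 42 genes and Pkm is not. The mean of the 6 liver-type genes followed the liver markers across the 28 mice (Pearson r = 0.886, Spearman rho = 0.845, permutation p = 1e-05 for each, the smallest that 100000 resamples give), and that of the 11 muscle forms did not (r = 0.098, rho = 0.12, permutation p = 0.622 and 0.539). The relation of the liver-type genes held without the 2 mice farthest from the median (r = 0.835). Without the 6 liver-type genes, the set kept its direction and its side of the threshold in males labelled HuR m-/- (fgsea permutation, adjusted p = 0.0052 over 25 mice and 0.018 over 28), in labelled females (0.0302 and 0.0113) and between the sexes of labelled mice (0.0585 and 0.018). Between female and male controls its direction reversed (0.615 and 0.624). With the liver markers as a covariate over 28 mice, the adjusted p was 0.0804 in males, 0.0441 in females and 0.0804 between the sexes of labelled mice. Over 25 mice it was 0.116, 0.0978 and 0.0978.

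**Figure D3:**
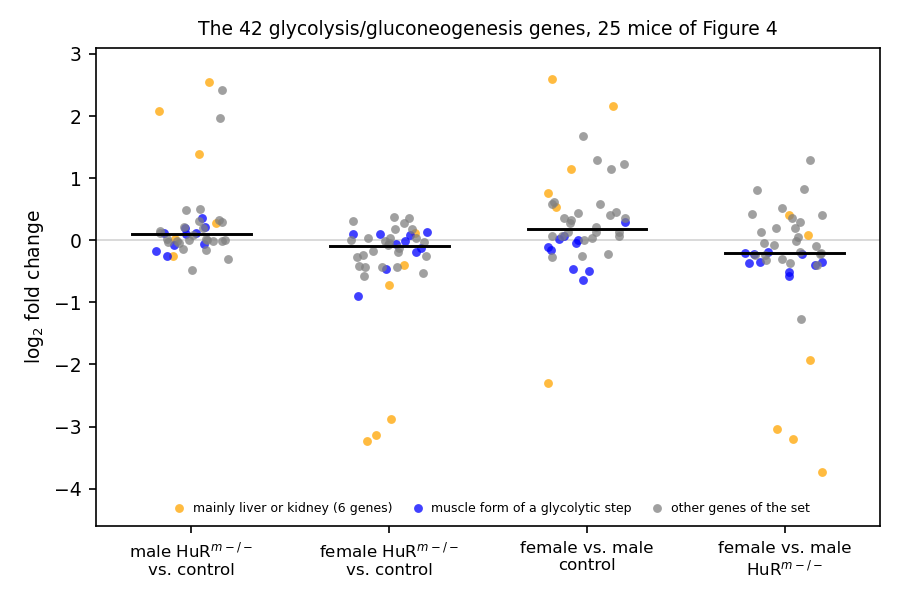
Log2 fold change of each of the 42 glycolysis/gluconeogenesis genes in the 4 comparisons, fitted over the 25 mice of Figure 4, with the 6 mainly liver or kidney forms in orange, the 10 muscle forms among them in blue and the other genes in gray. The black line is the median of the 42 genes, 0.10 in males labelled HuR m-/-, -0.10 in labelled females, 0.18 between the sexes of controls and -0.21 between the sexes of labelled mice.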

To further confirm these results indicating that female muscle has enhanced glycolytic gene expression relative to males, which is ablated in the absence of HuR, we used qPCR to analyze the expression of glycolytic genes within the four groups (Figure 4E). Significance calculations using two-way ANOVA suggest that 3 of the 11 genes measured are significantly decreased in expression in control male muscle relative to females, whereas only 1 gene, *pfk*, is significantly different between males and females of the HuR^m−/−^ genotype, and this is due to an increase in this gene in male over female levels. Whereas no genes are significantly different between females of different genotypes, skeletal muscle HuR knockout results in increased expression of four genes in HuR^m−/−^ males relative to controls. Specifically, for *pgk*, *pgm*, and *eno1*, knockout of HuR from skeletal muscle of males renders expression levels much more similar to those in female control and HuR^m−/−^ muscle. These results reinforce the suggestion that the knockout of HuR from skeletal muscle results in a more similar gene expression pattern between male and female gastrocnemius, including an increased glycolytic signature in males that is more similar to that seen in female controls.

### 3.4 HuR^m−/−^ male mice show additional markers of increased carbohydrate usage such as increased RER, serum lactate, and muscle glycogen levels

In addition to the mRNA analyses above, we used indirect calorimetry to assess metabolic parameters for HuR^m−/−^ mice and weight-matched controls. As with previous results (Mynatt et al., 2019; Stone et al., 2021), we found increases in respiratory exchange ratios (RERs) for male but not female HuR^m−/−^ mice relative to controls (Figures 5A, B). Increases in RERs in male HuR^m−/−^ mice are reflective of decreases in oxygen consumption that are more robust than decreases in carbon dioxide production (Figures 5C–F). Although RER can be influenced by total activity and food intake, we did not find any differences in these parameters between groups (Supplementary Figure S4).

**FIGURE 5:**
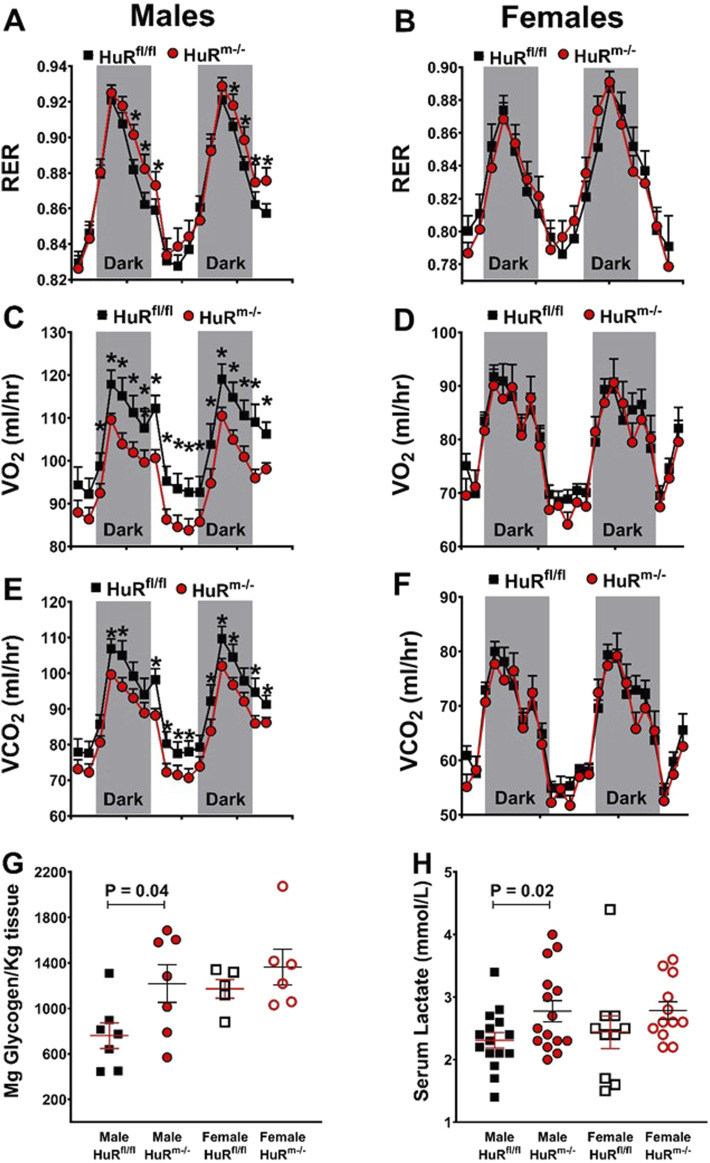
Male HuR^m−/−^ mice show an increased respiratory exchange ratio and muscle glycogen and serum lactate levels. **(A, B)** RERs are plotted for control (black) and HuR^m−/−^ (red) males **(A)** and females **(B)**. Total oxygen consumption is plotted for control (black) and HuR^m−/−^ (red) males **(C)** and females **(D)**. Total carbon dioxide production is plotted for control (black) and HuR^m−/−^ (red) males **(E)** and females **(F)**. **(G)** Gastrocnemius glycogen content is plotted for control (black) and HuR^m−/−^ (red) males (closed) and females (open). **(H)** Serum lactate levels are plotted for control (black) and HuR^m−/−^ (red) males (closed) and females (open). N = 5–8; *p ≤ 0.05.

We then tested muscle and serum for glycogen content and lactate, respectively, as additional markers of increased carbohydrate utilization. The skeletal muscle glycogen content is increased in male HuR^m−/−^ mice relative to controls (Figure 5G). Despite gene expression showing no difference in levels of the *ldh* gene, which encodes for lactate dehydrogenase (Figure 4E), serum lactate levels were also increased in male HuR^m−/−^ mice relative to controls (Figure 5H). Although female HuR^m−/−^ mice show a trend toward increases in levels of each of these markers, they are not significantly different between HuR^m−/−^ females and controls, or between HuR^m−/−^ females and HuR^m−/−^ males. This reinforces that the removal of HuR from skeletal muscle results in several increased similarities between male and female mouse muscle.

### 3.5 Both palmitate and pyruvate oxidation are decreased in HuR^m−/−^ male mice relative to controls

Our previous results have indicated that not only are mRNA transcripts of proteins involved in fat oxidation decreased in HuR^m−/−^ male skeletal muscle (Stone et al., 2021) but also mRNA associated with oxidative phosphorylation proteins is decreased (Mynatt et al., 2019). We therefore sought to test whether pyruvate oxidation was also decreased, which would implicate decreased mitochondrial function following glycolysis. Relative to controls, male HuR^m−/−^ mice show significant decreases in base oxidation of both palmitate and pyruvate (Figures 6A, B). Substrate competition designs were used for each, and the results showed that pyruvate effectively inhibited palmitate oxidation similarly in both genotypes; however, the ability of palmitate to serve as a competing substrate against pyruvate was less robust in HuR^m−/−^ males than in floxed controls (Figures 6A, B). Female HuR^m−/−^ mice show no differences in levels of maximal pyruvate or palmitate oxidation relative to controls, or in the shift toward oxidation of the alternate substrate in either assay (Figures 6C, D). These results provide further evidence that the removal of HuR from skeletal muscle results in the decreased utilization of mitochondrial metabolic substrates in a sex-specific manner.

**FIGURE 6:**
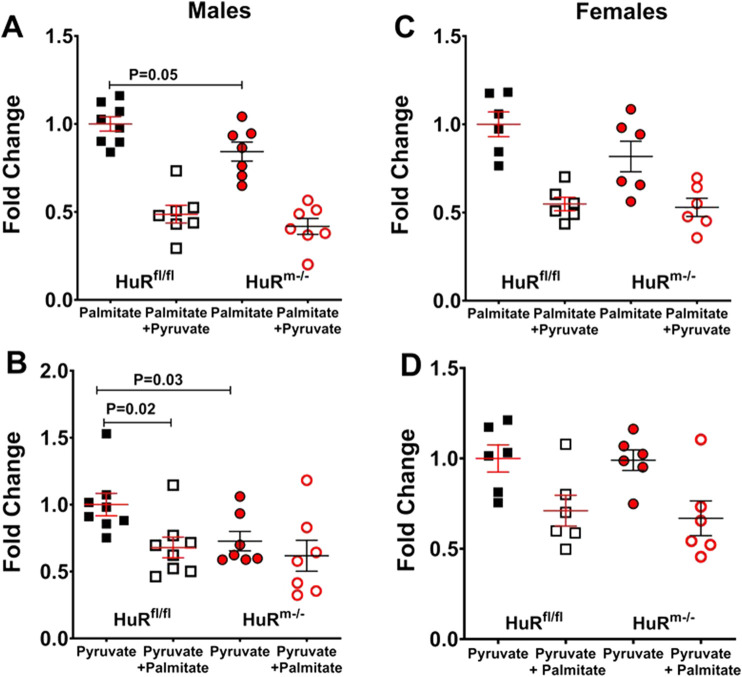
Not only palmitate but also pyruvate oxidation is decreased in male HuR^m−/−^ mice relative to controls. **(A, B)** Palmitate **(A)** or pyruvate **(B)** oxidation as measured by ^14^CO_2_ production in gastrocnemius homogenates from control (black) and HuR^m−/−^ (red) males. Palmitate oxidation was measured both in the absence (closed) and presence (open) of 1 mM pyruvate as an inhibitor. **(C, D)** Palmitate **(C)** or pyruvate **(D)** oxidation as measured by ^14^CO_2_ production in gastrocnemius homogenates from control (black) and HuR^m−/−^ (red) females. Pyruvate oxidation was measured both in the absence (closed) and presence (open) of 200 µM palmitate as an inhibitor. N = 6–8; *p < 0.05.

## 4 Discussion

The degree to which mammals can switch between different substrates as cellular fuel has profound implications for the development and treatment of metabolic disease. Decreased HuR function in skeletal muscle is associated with decreased metabolic flexibility (Mynatt et al., 2019; Stone et al., 2021), and HuR removal from male mouse skeletal muscle correlates with increased fat mass, resulting in hallmarks of insulin resistance. This is a sex-specific phenomenon, with female HuR^m−/−^ mice not suffering the metabolic decrease associated with fat mass gain (Stone et al., 2021).

In the present study, we demonstrate that weight-matched male HuR^m−/−^ mice show several physiological indications of enhanced glucose utilization. These mice have greater glucose uptake, specifically in muscle tissues known to have a higher proportion of type 2 fibers in HuR^m−/−^ males relative to controls (Schiaffino and Reggiani, 2011). Male HuR^m−/−^ mice have been shown to have an increased prevalence of type 1 skeletal muscle fibers relative to controls (Janice Sanchez et al., 2019), which exhibit higher glucose uptake than type 2 fibers (Bocek et al., 1966). Our observed increase in glucose uptake in tissues such as gastrocnemius and EDL may thus be related to this shift. As increased uptake is seen only in males; it is worth noting that several studies report higher ratios of type 1/type 2 skeletal muscle fibers in female mammals (Haizlip et al., 2015; Nuzzo, 2023; Nuzzo, 2024). Our results together with these and other reports (Janice Sanchez et al., 2019) thus suggest that HuR removal results in increased similarity between male and female skeletal muscle.

Transcriptomic signatures reinforce this greater similarity between the sexes following the removal of HuR from skeletal muscle. Although female control mice show an increase in glycolysis pathway transcripts in skeletal muscle relative to males, this is ablated in HuR^m−/−^ animals. Our data suggest that this may be due to an increase in the expression of several glycolytic genes in male HuR^m−/−^ animals relative to controls. HuR may thus be involved not only in increasing fat metabolism but also in downregulating the glycolytic pathway.

Several additional pieces of evidence suggest enhanced glucose usage in male mice following the removal of HuR from skeletal muscle, including higher RER in HuR^m−/−^ males and increased glycogen storage. It is also noteworthy that HuR^m−/−^ males show an increase in serum lactate, which is associated with decreased metabolic flexibility and could indicate a tendency toward lactate metabolism due to decreases in mitochondrial oxidative capacity (San-Millan and Brooks, 2018).

Despite some increased similarities between male and female skeletal muscle lacking HuR, males and females show a different metabolic response. Male but not female HuR^m−/−^ mice have a decreased ability to oxidize not only palmitate but also pyruvate, which is the end product of glycolysis. This may indicate that although skeletal muscle signatures become more similar between the sexes following HuR removal, circulating factors within female animals may contribute to the differences in metabolic processing within the muscle. Indeed, serum levels of both adiponectin and estrogen are elevated in females relative to males and are known to enhance lipid oxidation in the periphery (Campbell and Febbraio, 2001; Sparks et al., 2009a; Sparks et al., 2009b). Further investigation of the role of these hormones in the metabolic differences between HuR^m−/−^ males and females will therefore be of interest in future studies.

Male HuR^m−/−^ mice showing decreased oxidation of both palmitate and pyruvate together with increased serum lactate levels relative to controls could also indicate decreased mitochondrial function. We have previously shown changes in mitochondrial signatures in male HuR^m−/−^ mice, including decreased oxidative phosphorylation and fat oxidation gene expression (Mynatt et al., 2019; Stone et al., 2021). HuR^m−/−^ mice also have increased mitochondrial copy number, and increases in Pgc1 (alpha), the mitochondrial biogenesis factor and Ppar coactivator Pgc1α (Stone et al., 2021; Janice Sanchez et al., 2019). This correlates with our present result indicating increased activation of Ppar signaling pathways in HuR mice. Although increased mitochondrial DNA can indicate increased function (Hood et al., 2000; Memon et al., 2021), it can also reflect mitochondrial defects (Castellani et al., 2020; Filograna et al., 2021). Our results showing decreases in oxidation of both palmitate and pyruvate thus encourage further investigation of mitochondrial integrity *via* morphological and respirometric analyses.

Finally, the introduction of pyruvate as an inhibitor of palmitate oxidation results in a much greater inhibition than when palmitate is used to inhibit pyruvate oxidation. Therefore, whereas fat oxidation is readily inhibited by a carbohydrate substrate, the reverse is not so, again suggesting a preference for carbohydrates in male skeletal muscle lacking HuR. The collection of these results thus shows a favorability for glucose in male HuR^m−/−^ muscle relative to controls, which is not the case for females. Given that several results reported here suggest greater ambiguity within skeletal muscle between male and female HuR^m−/−^ mice than between sexes within control mice, future studies aimed at understanding how HuR promotes mitochondrial oxidation are essential to fully elucidate its role in regulating metabolic flexibility in a sex-specific manner.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: The transcriptomics data presented in the study are deposited in the GEO repository, accession number GSE266882.

## References

[B1] AgrawalA.BalciH.HanspersK.CoortS. L.MartensM.SlenterD. N. (2024). WikiPathways 2024: next generation pathway database. Nucleic Acids Res. 52 (D1), D679–D689. 10.1093/nar/gkad960 37941138 PMC10767877

[B2] BegayeB.VinalesK. L.HollsteinT.AndoT.WalterM.BogardusC. (2020). Impaired metabolic flexibility to high-fat overfeeding predicts future weight gain in healthy adults. Diabetes 69 (2), 181–192. 10.2337/db19-0719 31712321 PMC6971489

[B3] BocekR. M.PetersonR. D.BeattyC. H. (1966). Glycogen metabolism in red and white muscle. Am. J. Physiol. 210 (5), 1101–1107. 10.1152/ajplegacy.1966.210.5.1101 5947256

[B4] BotheG. W.HaspelJ. A.SmithC. L.WienerH. H.BurdenS. J. (2000). Selective expression of Cre recombinase in skeletal muscle fibers. Genesis 26 (2), 165–166. 10.1002/(sici)1526-968x(200002)26:2<165::aid-gene22>3.3.co;2-6 10686620

[B5] CampbellS. E.FebbraioM. A. (2001). Effect of ovarian hormones on mitochondrial enzyme activity in the fat oxidation pathway of skeletal muscle. Am. J. Physiol. Endocrinol. Metab. 281 (4), E803–E808. 10.1152/ajpendo.2001.281.4.E803 11551858

[B6] CastellaniC. A.LongchampsR. J.SunJ.GuallarE.ArkingD. E. (2020). Thinking outside the nucleus: mitochondrial DNA copy number in health and disease. Mitochondrion 53, 214–223. 10.1016/j.mito.2020.06.004 32544465 PMC7375936

[B7] ChristofidesA.KonstantinidouE.JaniC.BoussiotisV. A. (2021). The role of peroxisome proliferator-activated receptors (PPAR) in immune responses. Metabolism 114, 154338. 10.1016/j.metabol.2020.154338 32791172 PMC7736084

[B8] FilogranaR.MennuniM.AlsinaD.LarssonN. G. (2021). Mitochondrial DNA copy number in human disease: the more the better? FEBS Lett. 595 (8), 976–1002. 10.1002/1873-3468.14021 33314045 PMC8247411

[B9] GhoshM.AguilaH. L.MichaudJ.AiY.WuM. T.HemmesA. (2009). Essential role of the RNA-binding protein HuR in progenitor cell survival in mice. J. Clin. Invest. 119 (12), 3530–3543. 10.1172/JCI38263 19884656 PMC2786787

[B10] GoodpasterB. H.KelleyD. E. (2002). Skeletal muscle triglyceride: marker or mediator of obesity-induced insulin resistance in type 2 diabetes mellitus? Curr. Diab Rep. 2 (3), 216–222. 10.1007/s11892-002-0086-2 12643176

[B11] GoodpasterB. H.SparksL. M. (2017). Metabolic flexibility in health and disease. Cell Metab. 25 (5), 1027–1036. 10.1016/j.cmet.2017.04.015 28467922 PMC5513193

[B12] GrissJ.ViteriG.SidiropoulosK.NguyenV.FabregatA.HermjakobH. (2020). ReactomeGSA - efficient multi-omics comparative pathway analysis. Mol. Cell Proteomics 19 (12), 2115–2124. 10.1074/mcp.TIR120.002155 32907876 PMC7710148

[B13] HaizlipK. M.HarrisonB. C.LeinwandL. A. (2015). Sex-based differences in skeletal muscle kinetics and fiber-type composition. Physiol. (Bethesda) 30 (1), 30–39. 10.1152/physiol.00024.2014 PMC428557825559153

[B14] HeckmannL. H.SorensenP. B.KroghP. H.SorensenJ. G. (2011). NORMA-Gene: a simple and robust method for qPCR normalization based on target gene data. BMC Bioinforma. 12, 250. 10.1186/1471-2105-12-250 PMC322392821693017

[B15] HomF. G.GoodnerC. J.BerrieM. A. (1984). A [3H]2-deoxyglucose method for comparing rates of glucose metabolism and insulin responses among rat tissues *in vivo*. Validation of the model and the absence of an insulin effect on brain. Diabetes 33 (2), 141–152. 10.2337/diab.33.2.141 6363168

[B16] HoodD. A.TakahashiM.ConnorM. K.FreyssenetD. (2000). Assembly of the cellular powerhouse: current issues in muscle mitochondrial biogenesis. Exerc Sport Sci. Rev. 28 (2), 68–73.10902088

[B17] Janice SanchezB.TremblayA. K.Leduc-GaudetJ. P.HallD. T.KovacsE.MaJ. F. (2019). Depletion of HuR in murine skeletal muscle enhances exercise endurance and prevents cancer-induced muscle atrophy. Nat. Commun. 10 (1), 4171. 10.1038/s41467-019-12186-6 31519904 PMC6744452

[B18] JungS. M.Sanchez-GurmachesJ.GuertinD. A. (2019). Brown adipose tissue development and metabolism. Handb. Exp. Pharmacol. 251, 3–36. 10.1007/164_2018_168 30203328 PMC7330484

[B19] LamY. Y.RedmanL. M.SmithS. R.BrayG. A.GreenwayF. L.JohannsenD. (2014). Determinants of sedentary 24-h energy expenditure: equations for energy prescription and adjustment in a respiratory chamber. Am. J. Clin. Nutr. 99 (4), 834–842. 10.3945/ajcn.113.079566 24500151 PMC3953881

[B20] LiberzonA.SubramanianA.PinchbackR.ThorvaldsdottirH.TamayoP.MesirovJ. P. (2011). Molecular signatures database (MSigDB) 3.0. Bioinformatics 27 (12), 1739–1740. 10.1093/bioinformatics/btr260 21546393 PMC3106198

[B21] MemonA. A.SundquistJ.HedeliusA.PalmerK.WangX.SundquistK. (2021). Association of mitochondrial DNA copy number with prevalent and incident type 2 diabetes in women: a population-based follow-up study. Sci. Rep. 11 (1), 4608. 10.1038/s41598-021-84132-w 33633270 PMC7907271

[B22] MoothaV. K.LindgrenC. M.ErikssonK. F.SubramanianA.SihagS.LeharJ. (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet. 34 (3), 267–273. 10.1038/ng1180 12808457

[B23] MynattR. L.NolandR. C.ElksC. M.VandanmagsarB.BaylessD. S.StoneA. C. (2019). The RNA binding protein HuR influences skeletal muscle metabolic flexibility in rodents and humans. Metabolism 97, 40–49. 10.1016/j.metabol.2019.05.010 31129047 PMC6624076

[B24] NguyenN. T.LindseyM. L.JinY. F. (2015). Systems analysis of gene ontology and biological pathways involved in post-myocardial infarction responses. BMC Genomics 16 (Suppl. 7), S18. 10.1186/1471-2164-16-S7-S18 26100218 PMC4474415

[B25] NuzzoJ. L. (2023). Narrative review of sex differences in muscle strength, endurance, activation, size, fiber type, and strength training participation rates, preferences, motivations, injuries, and neuromuscular adaptations. J. Strength Cond. Res. 37 (2), 494–536. 10.1519/JSC.0000000000004329 36696264

[B26] NuzzoJ. L. (2024). Sex differences in skeletal muscle fiber types: a meta-analysis. Clin. Anat. 37 (1), 81–91. 10.1002/ca.24091 37424380

[B27] O’ConnellG. C.TreadwayM. B.PetroneA. B.TennantC. S.Lucke-WoldN.ChantlerP. D. (2017). Leukocyte dynamics influence reference gene stability in whole blood: data-driven qRT-PCR normalization is a robust alternative for measurement of transcriptional biomarkers. Lab. Med. 48 (4), 346–356. 10.1093/labmed/lmx035 29069468 PMC5907901

[B28] ReimandJ.IsserlinR.VoisinV.KuceraM.Tannus-LopesC.RostamianfarA. (2019). Pathway enrichment analysis and visualization of omics data using g:Profiler, GSEA, Cytoscape and EnrichmentMap. Nat. Protoc. 14 (2), 482–517. 10.1038/s41596-018-0103-9 30664679 PMC6607905

[B29] RitchieM. E.PhipsonB.WuD.HuY.LawC. W.ShiW. (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 43 (7), e47. 10.1093/nar/gkv007 25605792 PMC4402510

[B30] RobinsonM. D.McCarthyD. J.SmythG. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26 (1), 139–140. 10.1093/bioinformatics/btp616 19910308 PMC2796818

[B31] SamuelV. T.ShulmanG. I. (2016). The pathogenesis of insulin resistance: integrating signaling pathways and substrate flux. J. Clin. Invest. 126 (1), 12–22. 10.1172/JCI77812 26727229 PMC4701542

[B32] San-MillanI.BrooksG. A. (2018). Assessment of metabolic flexibility by means of measuring blood lactate, fat, and carbohydrate oxidation responses to exercise in professional endurance athletes and less-fit individuals. Sports Med. 48 (2), 467–479. 10.1007/s40279-017-0751-x 28623613

[B33] SchiaffinoS.ReggianiC. (2011). Fiber types in mammalian skeletal muscles. Physiol. Rev. 91 (4), 1447–1531. 10.1152/physrev.00031.2010 22013216

[B34] SparksL. M.PasaricaM.SeredaO.deJongeL.ThomasS.LogginsH. (2009a). Effect of adipose tissue on the sexual dimorphism in metabolic flexibility. Metabolism 58 (11), 1564–1571. 10.1016/j.metabol.2009.05.008 19595383

[B35] SparksL. M.UkropcovaB.SmithJ.PasaricaM.HymelD.XieH. (2009b). Relation of adipose tissue to metabolic flexibility. Diabetes Res. Clin. Pract. 83 (1), 32–43. 10.1016/j.diabres.2008.09.052 19038471 PMC2749984

[B36] StoneA. C.NolandR. C.MynattR. L.VelasquezS. E.BaylessD. S.RavussinE. (2021). Female mice are protected from metabolic decline associated with lack of skeletal muscle HuR. Biol. (Basel) 10 (6), 543. 10.3390/biology10060543 PMC823397434204316

[B37] StorlienL.OakesN. D.KelleyD. E. (2004). Metabolic flexibility. Proc. Nutr. Soc. 63 (2), 363–368. 10.1079/PNS2004349 15294056

[B38] WarfelJ. D.VandanmagsarB.WicksS. E.ZhangJ.NolandR. C.MynattR. L. (2017). A low fat diet ameliorates pathology but retains beneficial effects associated with CPT1b knockout in skeletal muscle. PLoS One 12 (12), e0188850. 10.1371/journal.pone.0188850 29240830 PMC5730174

# Supplementary material for: Male mouse skeletal muscle lacking HuR shows enhanced glucose disposal at a young age
**Source:** Front Physiol. 2025 Feb 19;15:1468369. doi: 10.3389/fphys.2024.1468369

**Supplementary Table 1. Primers used for qPCR analysis of genes from *mus musculus*.**

| Gene Symbol   | Ref. Seq. ID   | Protein Product                          | Forward (5'-3')           | Reverse (5'-3')            |
|---------------|----------------|------------------------------------------|---------------------------|----------------------------|
| <i>Ldha</i>   | NM_001136069.2 | Lactate Dehydrogenase                    | TGTGGCAGACTTGGCTGAGA      | CTGAGGAAGACATCCTCATTGATTC  |
| <i>Ppib</i>   | NM_011149.2    | Cyclophilin B (Control)                  | GGAGATGGCACAGGAGGAAA      | CGTAGTGCTTCAGTTTGAAGTTCTCA |
| <i>Hk2</i>    | NM_013820.4    | Hexokinase                               | AAGGTTGACCAGTATCTCTACCA   | AGGAACTCGCCATGTTCTGTC      |
| <i>Gpi</i>    | NM_008155.4    | Glucose Phosphate Isomerase              | TCACTGGATGGACCAGCACT      | ATCTTGGTGCCTTGGTGGAT       |
| <i>Pfk</i>    | NM_001163487.1 | Phosphofructokinase                      | CTATGATGCTTCAGCTGGGT      | CTGTGATCTTCCCGTCTTTC       |
| <i>Aldoa</i>  | NM_007438.5    | Aldolase                                 | CGTAGGCAGCATGGCCAAAA      | CACCCTTGTC AACCTTGATG      |
| <i>Tpi</i>    | NM_009415.3    | Triose Phosphate Isomerase               | ATCAGATGAGCTGATTGGCC      | GTACTTCCTGTGCCTGCTGA       |
| <i>Gapdh</i>  | NM_001411840.1 | Glyceraldehyde-3-Phosphate Dehydrogenase | AACGGATTTGGCCGTATTGG      | GACTGTGGTCATGAGCCCTT       |
| <i>Pgk</i>    | NM_008828.3    | Phosphoglycerate Kinase                  | CTGCTGGGCAAGGATGTTCT      | ACACCCACCATGGAGCTATG       |
| <i>Pgm</i>    | NM_018870.3    | Phosphoglycerate Mutase                  | GAGATGCTGGCTATGAATTT      | ACCTGCGATCCTTGCTGATG       |
| <i>Eno1</i>   | NM_023119.3    | Enolase                                  | TGTGCCTGCCTTTAATGTGA      | AGCTCCAGGGCCTCATTGTT       |
| <i>Elavl1</i> | NM_010485      | HuR                                      | GGGATAAAGTAGCAGGACACAGCTT | GGGCGAGCATATGACACCTTAATGG  |
| <i>Pkm</i>    | NM_011099.4    | Pyruvate Kinase                          | AAGGAGAAAGGCGCTGACTT      | GATCTCATCAAACCTGCGGA       |

Supplementary Figure 1: Expression of *Elavl1* mRNA in Brown adipose tissue (BAT) and Gastrocnemius muscle (Gastroc) of male and female  $\text{HuR}^{\text{fl/fl}}$  (black) and  $\text{HuR}^{\text{m-/-}}$  (red) mice. N=4-5 Animals per group for BAT, and 8 animals per groups for Gastroc \* $P \leq 0.05$ .

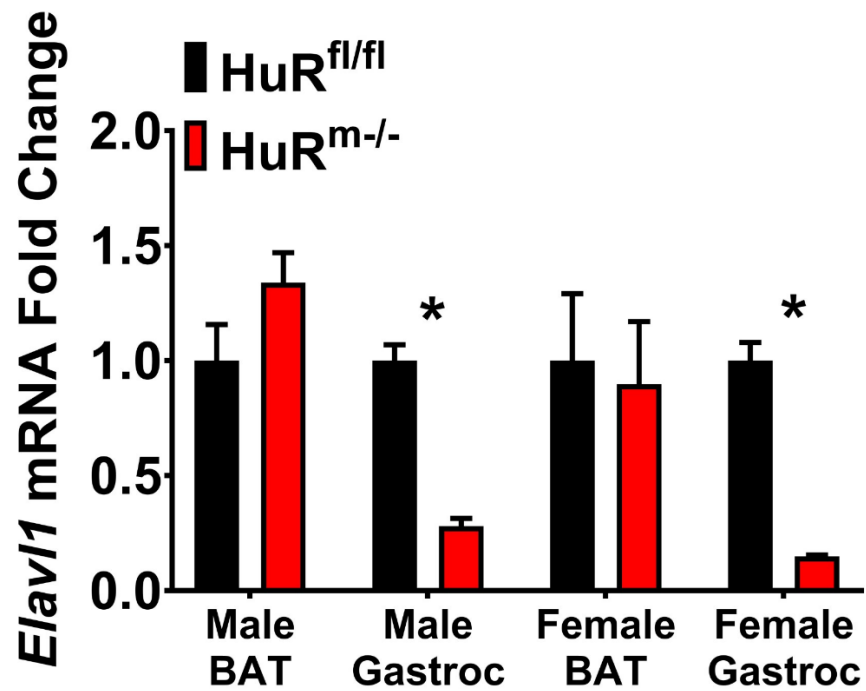

Supplementary Figure 2: Kyoto Encyclopedia of Genes and Genomes (KEGG) Top 60 pathways identified as differentially expressed through Gene Set Enrichment Analysis in comparison across all four groups (Male HuR<sup>fl/fl</sup>, Male HuR<sup>m/-</sup>, Female HuR<sup>fl/fl</sup>, Female HuR<sup>m/-</sup>).

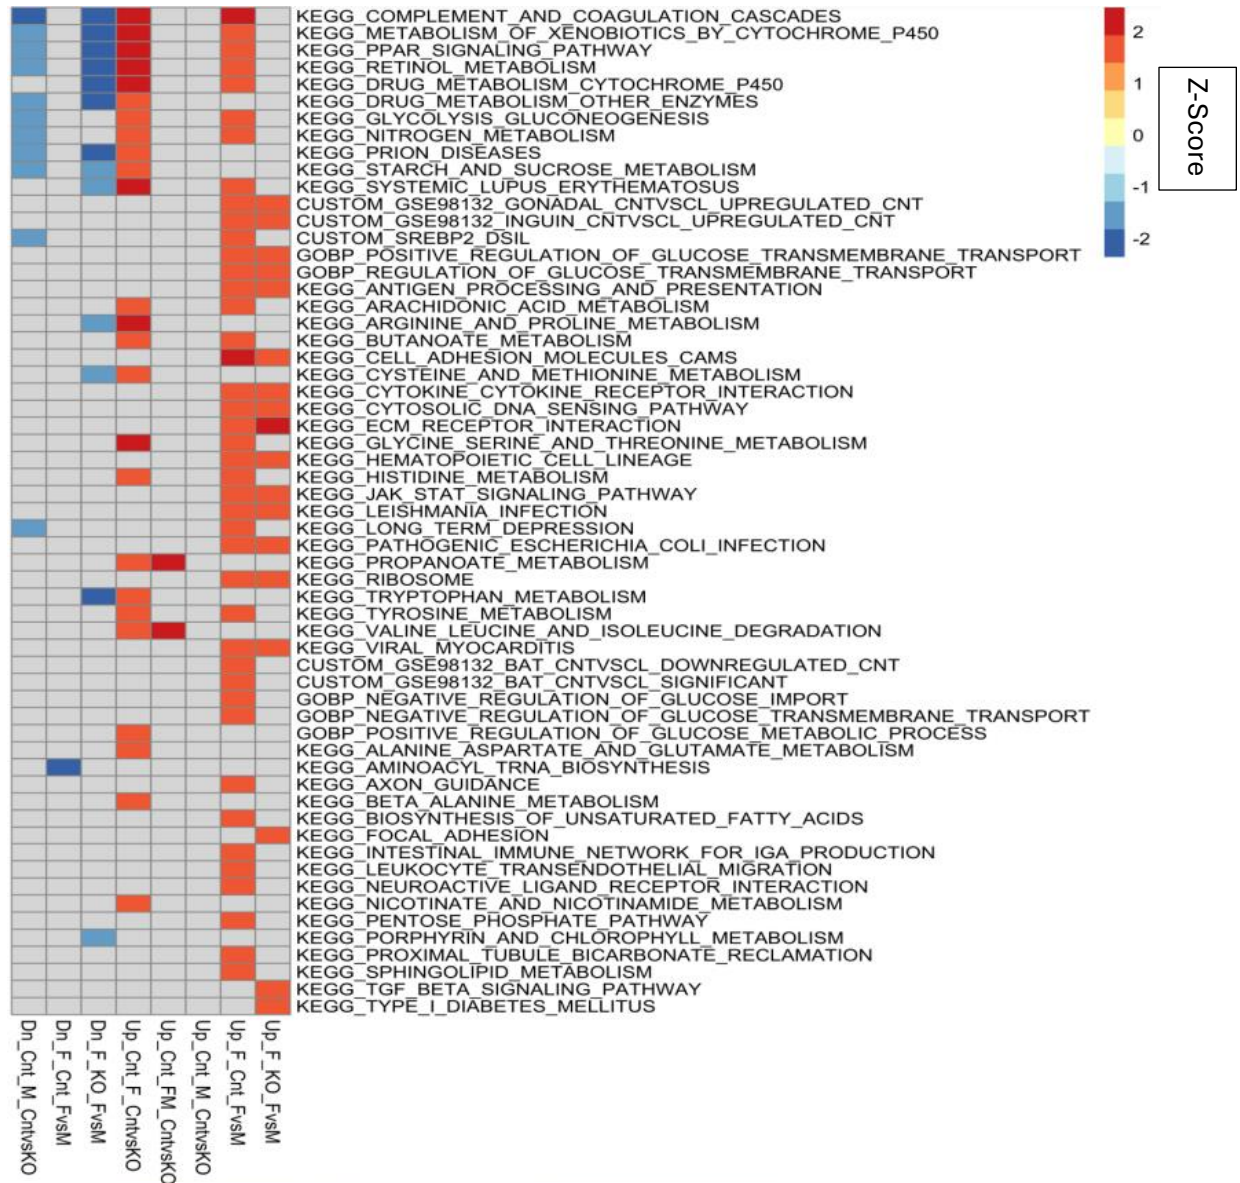

Supplementary Figure 4: Behavioral and indirect calorimetry measures for Male (A & C) and Female (B & D)  $HuR^{fl/fl}$  (black squares) and  $HuR^{m-/-}$  mice (red circles). Total activity ( $X+Y+Z$  beam breaks) is shown in A and B, and total food intake is shown in C and D.  $N=7-8$  Animals per group,  $*P\leq 0.05$ .

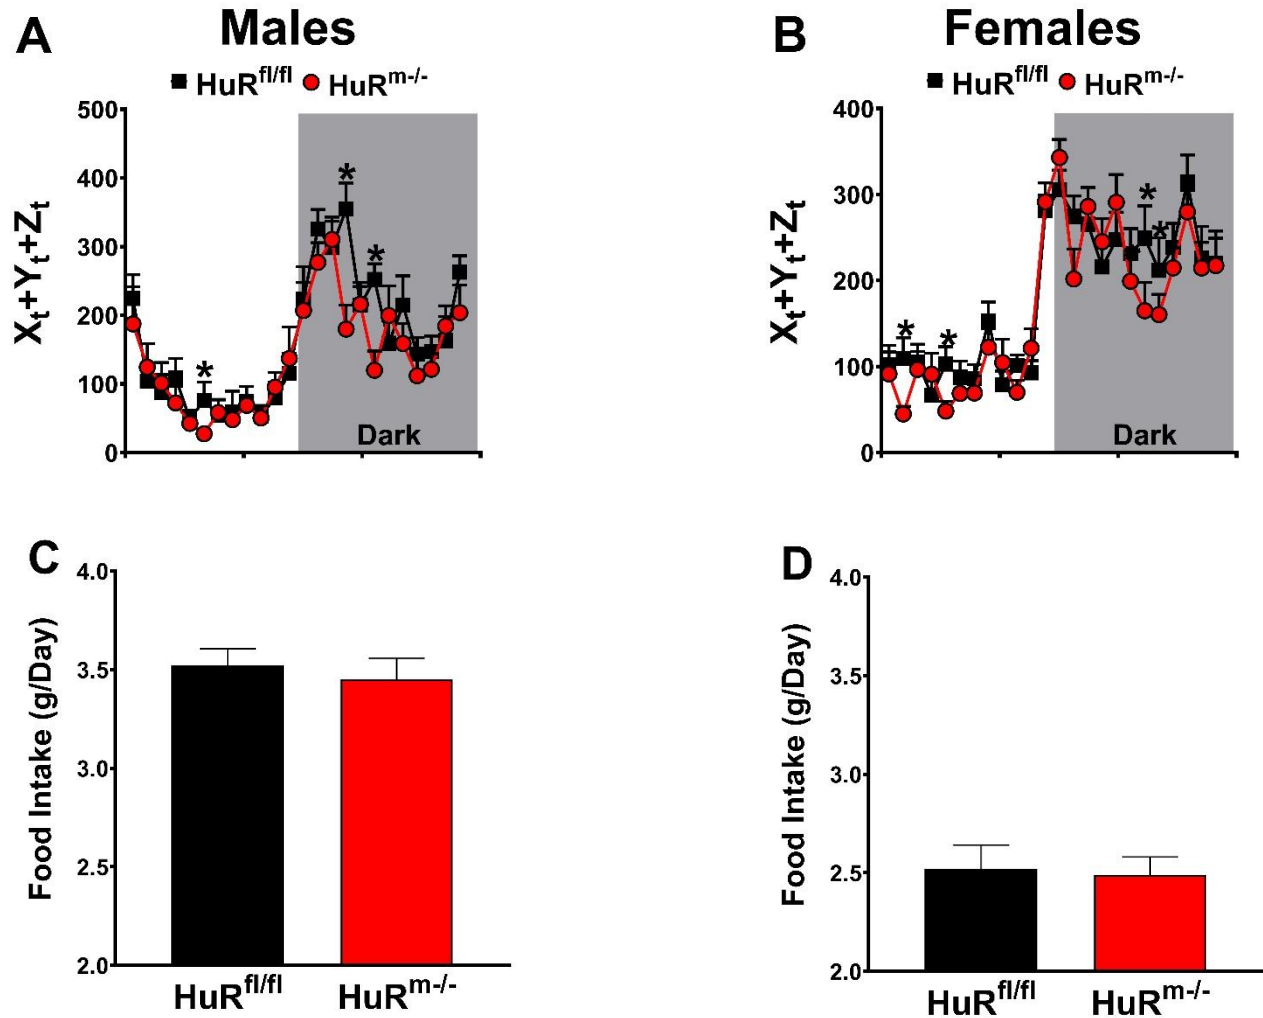

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

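Gastrocnemius muscle of 56 mice was sequenced, 7 in each of 8 groups that combine sex, genotype (HuR m-/- or control) and a locked or a running wheel. The authors deposited 1 table of raw gene counts, that is, whole numbers of reads per gene without normalization. It lists 15539 genes, 15503 of which have an entry in GENCODE M21, and the smallest total of a gene over the 56 mice is 168, so genes with few reads had been removed before deposit. The annotation was used for symbols, chromosomes and coordinates on GRCm38; the paper's text does not name a genome build, an aligner or whether strand was used in counting. The paper describes stranded total RNA libraries depleted of ribosomal RNA and the sample labels a kit for the 3′ ends of transcripts, and both are given because the counts do not settle it. Of 17 RNAs without a poly(A) tail looked for, 9 are listed, with Rn7sk at a median of 0.77 CPM (counts in each 1e+06 of the total). Gm42418, which overlaps ribosomal RNA, took 10.7% of the counts of locked-wheel mice, and mt-Rnr2 took 8.65%.

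Sample groups came from the labels and the paper. The 28 locked-wheel mice were taken as the paper's 4 groups, and the 25 of them drawn in Figure 4 were identified by matching its heatmap columns to the counts. Total counts per mouse ran from 6639782 to 21633091, which is below the paper's stated depth of 75 M reads; low genes therefore carry more counting error. Voom gives each value a weight for it. The filter left 13486 genes over 28 mice, 13768 over 25, 13531 over the 28 running-wheel mice and 14321 over all 56.

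The main test was TMM normalization in edgeR (version 4.0.16), filterByExpr, voom and limma (version 3.58.1) in R 4.3.3, with a Benjamini-Hochberg adjusted p of 0.05 or less in each comparison. TMM and limma are the paper's methods, and voom was chosen because limma needs log values with weights for counts. Fold changes of the retained share used log2 CPM with a prior count of 2. Gene sets were tested with fgsea (version 1.28.0, 10000 gene permutations, seed 1) on moderated t statistics, adjusted over 8 tests, at a threshold of 0.1. The glycolysis/gluconeogenesis set was read from Figure 4A, and the Ppar set was written from memory of the pathway before the counts were seen, so it can differ from the list the authors used. Single values were compared with exact permutation tests, and correlations with 100000 permutations.

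Alternatives were DESeq2 (version 1.42.0), its size factors in voom, upper-quartile normalization, edgeR's quasi-likelihood test, limma trend, sample quality weights, no filter, a filter of 10 counts in every mouse, a 1.5-fold threshold, fits of only the compared groups or of all 56 mice, marker covariates, a replicate block, each mouse left out in turn, random subsets, other set tests (camera, fry, exact permutation of mice) and shorter gene lists. These were set before the data were examined. Fits over the 25 mice, the liver markers as a covariate for the sets, the liver or the adipocyte markers alone as a covariate for the counts, the Ppar list without liver markers (also in its correlation with them), labels shuffled within sex and wheel, the 2 sides of the divider of Figure 4D as groups, thinned counts and equal-sized draws of controls were chosen after seeing the data.

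A rule set in advance chose most of the genes named at the paper's claims: those the paper names, Xist and 4 genes of chromosome Y, members of the lists, and in each locked-wheel comparison the 3 largest rises and 3 largest falls among called genes with a mean of at least 10 counts and no overlap between the 7 and 7 mice. Other genes were named after their values were seen: Psap, Myl1, Ctnnd1, the insulin and brain transcripts, the genes with the most counts given above, and the genes behind small counts in the running-wheel and wheel comparisons. Marker lists for liver, adipocytes, brown adipocytes, erythroid cells, leukocytes, Schwann cells, slow fibres, fast fibres, fat oxidation and RNAs without a poly(A) tail were written in advance and averaged as log2(CPM + 0.5). Lists for pancreatic islets, pancreatic acini and brain were added after the genes that prompted them were seen. On simulated counts with 200 changed genes among 13308, the main test recovered 165 (82.5%) and made 7 false calls among 172. Every changed gene was given at least a 2-fold change, and genes varied independently of each other. The share recovered therefore does not hold for smaller changes or for genes that vary together. The qPCR, glucose and body measurements of the paper were not analysed here, and of the pathways behind its Supplementary Figure S2A only the 2 sets above were tested. Some results of single genes are not reported here.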

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

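The shorter glycolysis lists were set in advance, but their use to weigh liver RNA and muscle forms, and the tests with the set interaction, the liver covariate, the Ppar list without liver markers and thinning, were chosen only after the results were seen. Elavl1 was not lower in the mice labelled HuR m-/-, so directions below rest on the labels.

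The running-wheel mice are not described in the paper. Among the 28 of them, 408 genes were called between males labelled HuR m-/- and controls (139 higher, 269 lower), 6 between females (all lower and named after their values were seen: Aes, Asb12, Ccdc91, Gm37829, Selenow and Zdbf2), 1238 between the sexes of controls and 948 between the sexes of labelled mice. Of the 408 genes, 14 were also called in the locked-wheel males, and of the 1238 and 948 genes, 536 and 518 were called in the locked-wheel mice. In each of these 4 comparisons only 1 of 100 splits of the mice, the real one, gave as many genes, with at most 90, 1, 225 and 10 genes in the others. With all mice thinned to 6639782 counts, 300 genes were called in males, which argues against depth as the cause of that count. In females 39 genes were called after the same thinning, against 6 without it. The count in females rests on single mice: it ran from 0 without labelled female 2 to 157.0 without labelled female 10, and that in males from 131 without control 10 to 602 without labelled male 4. The sex by genotype interaction called 0 genes (1178 unadjusted p under 0.05). That 100 of 100 splits gave as many is fixed by the count of 0 and tests nothing. An effect of the genotype or the wheel on muscle stays open and was not tested further.

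Between running and locked wheels, fitted over all 56 mice, 464 genes were called in male controls, 6 in males labelled HuR m-/- (named after their values were seen: Adgrl1, Arl3, Ins1, Ins2, Jsrp1 and Rbms3), 1251 in female controls and 551 in labelled females. As many genes came from 1 of 50 splits in male controls, female controls and labelled females, but from 3 of 50 in labelled males, where another split gave 95 genes. After thinning, the counts were 372, 1168 and 413 in male controls, female controls and labelled females, which argues against depth, and 7 in labelled males. The counts without single mice ran from 194 to 618 in male controls (lowest without running-wheel control 10), from 2 to 10 in labelled males and from 770 to 1459 in female controls (lowest without locked-wheel control 12). Without the 3 mice not drawn in Figure 4 the counts were 471, 6, 1269 and 510. In labelled males Map2k2 and Zfp106 then took the place of Adgrl1 and Rbms3.

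The effect of the wheel differed between groups. The wheel by sex interaction called 1251 genes in controls and 193 in labelled mice, and 1 of 50 splits gave as many in each. Thinning left 1083 and 140 genes, which argues against depth. Whether the wheel by sex effect differs between controls and labelled mice was tested as the interaction of sex, genotype and wheel. It called 0 genes over the 56 mice (1139 unadjusted p under 0.05) and 0 over 53 mice. The wheel by genotype interaction called 5 genes in males, named after their values were seen (Cd59a, Inpp5k, Ins1, Senp3 and Slc25a11). As many came from 1 of 50 splits. In females it called 0 genes (1472 unadjusted p under 0.05), a count that splits cannot test. Over the 53 mice without those not drawn in Figure 4, the 5 genes became 4, without Inpp5k, and the 193 genes became 99. Wheel groups may also differ in litter, handling or sequencing batch, for which the labels give no value, so the 1083 genes do not separate running from these.

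In the locked-wheel mice the 2 gene sets changed with genotype in opposite directions in males and females. The running-wheel mice did not show this for glycolysis, which was lower in labelled mice of both sexes (scores of -1.57 in males and -1.37 in females; fgsea permutation, adjusted p = 0.128 and 0.156), and for the Ppar set the directions were the other way round (-1.32 in males and 1.22 in females; 0.156 and 0.207). None of these 4 passed the threshold. The sex by genotype interaction had a normalized enrichment score of -2.15 for glycolysis and -2.05 for the Ppar set over 28 mice (fgsea permutation p = 0.00017 and 0.00016, the smallest the gene permutations could give), and -2.26 and -2.12 over 25. A chance order of genes is argued against by this p, which treats genes as independent. RNA of liver cells was weighed next. Without the 6 liver-type genes, the largest adjusted p of the glycolysis set in the 3 comparisons that involve labelled mice was 0.018 over 28 mice and 0.0585, between labelled sexes, over 25, each under the threshold of 0.1, which argues against these genes as the whole source. With the liver markers as a covariate the largest was 0.0804 over 28 mice, but 0.116 over 25, so a liver trend cannot be told apart from the set's own change. The muscle forms alone were lower in labelled females than in labelled males, with an adjusted p of 0.00079 over 28 mice and 0.0030 over 25, which argues against genes outside them as the whole source of that difference. They were also lower in female than in male controls (0.0147 and 0.0175). In the genotype comparisons the larger adjusted p of the muscle forms was 0.314, but 11 genes against 42 leave open where that change lies. For the Ppar set in males the adjusted p with the covariate was 0.396 over 28 mice, with its sign reversed, and without the 3 liver markers of the list it was 0.239 (0.259 over 25), which is in line with liver RNA as a source. Between the sexes of labelled mice it was 0.396 with the covariate, but 0.0221 without the liver markers of the list (0.0133 over 25). In females it was 0.0804 with the covariate over 28 mice and 0.553 over 25, but 0.0029 and 0.0022 without the liver markers. Liver RNA is therefore left open for these changes, because the liver mean went with the groups (-1.46 between labelled sexes over 28 mice, exact permutation p = 0.0798, and -2.38 over 25, p = 0.0065) and the rest of the list also followed the liver markers (r = 0.879). A metabolic effect of HuR in muscle stays among the open explanations, untested.

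In 10 of 120 groups of 7 mice, over 15 measures, 1 mouse lay far from the others, where chance gives about 6. The mean of the Ppar set was 3.82 in male locked-wheel control 19 (others 2.97 to 3.32). The liver marker mean was 2.37 in female running-wheel control 26 (others -0.11 to 0.88). The adipocyte marker mean was 4.01 in female locked-wheel control 18 (others 4.42 to 4.71) and 4.28 in male locked-wheel control 31 (others 2.75 to 3.38). The brown adipocyte mean was 4.86 in male locked-wheel control 19 (others 4.20 to 4.40), whose fast-fibre mean was 12.54 (others 12.67 to 12.77). The leukocyte mean was 4.25 in female running-wheel control 25 (others 3.05 to 3.56) and 3.71 in labelled locked-wheel female 13 (others 4.12 to 4.18). The Schwann cell mean was 2.95 in labelled locked-wheel female 34 (others 3.97 to 4.34). The mean of RNAs without a poly(A) tail was 2.64 in female locked-wheel control 33 (others 2.25 to 2.37). No explanation was tested for single mice, and the design gives no biological one.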

How the results depend on the processing

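Alternatives named "over the 25 mice", the sides of Figure 4D, the liver or adipocyte covariate alone, the Ppar list without liver markers and thinning were chosen after seeing the data; the others were set before the data were examined. The fits that each left out 1 mouse are given below and were not counted singly here. Of the other values under alternatives set beforehand, 273 kept their direction and side of the threshold (or stayed within 1.5 times a count). Of the rest, 51 moved, 19 became weaker, 1 stronger and 6 reversed. Of the values under alternatives chosen after seeing the data, 84 kept, 32 moved, 17 became weaker, 1 stronger and 6 reversed. The cause was not tested except where stated. The interaction of sex with genotype stayed at 0 genes in locked-wheel mice under every alternative run, Elavl1 stayed uncalled in both sexes, and the sex difference in controls left the range of 1.5 times its count only with a 1.5-fold threshold, with marker covariates and with 5 mice per group.

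The count in males (60 genes, 22 higher and 38 lower) was 217 with DESeq2, 165 in the fit of 56 mice, 37 with the 1.5-fold threshold, 375 with sample quality weights, 38 without a filter, 38 with only the 2 groups compared and 32 with upper-quartile normalization (16 higher, 16 lower). It was 15 over the 25 mice, with edgeR 5, limma trend 14, quality weights 253 and 2 groups 5. The count in females (0) was 131 with DESeq2, 9 with its size factors, 55 with 56 mice, 33 with the strict filter, 20 with limma trend, 62 with quality weights, 4 with marker covariates and 9 with upper-quartile normalization. It was 56 over the 25 mice, with DESeq2 303, edgeR 35, limma trend 69, quality weights 100 and 2 groups 2. The sex difference was 1222 genes in controls and 947 in labelled mice with the 1.5-fold threshold, and 539 and 319 with marker covariates; over the 25 mice 2 groups gave 1032 in labelled mice and the sides of the divider of Figure 4D (5 females and male 11 against 5 males) gave 739. The percentage (88.2) was 54.9 with 2 groups, and over the 25 mice 55.9 with edgeR, 57.2 with limma trend and 32.6 with 2 groups. The liver covariate alone gave 4 genes in males and 3 in females (3 and 1 over the 25 mice), and over the 25 mice 995 between labelled sexes and 47.4%. The adipocyte covariate alone gave 224 in males, 7 in females, 625 between controls, 350 between labelled sexes and 56% (94, 94, 560, 151 and 27.0% over the 25 mice). Random subsets of 5 mice per group gave medians of 2.5 genes in males, 1609 between controls, 1453.5 between labelled mice and 93.0% (48.5 to 152.3%), and subsets with the group sizes of Figure 4 gave 15.5 in males and 3.5 in females; fewer mice are part of these by construction.

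For the Ppar set in males (0.0631), the adjusted p was 0.365 with DESeq2, 0.811 with the strict filter, 0.600 with camera and estimated correlation, 0.214 with its preset correlation, 0.287 with edgeR, 0.204 with exact permutation, 0.407 with fry and 0.114 with quality weights. It was 0.573, 0.182, 0.252 and 0.396 over the 25 mice with camera (estimated, then preset), exact permutation and fry. Without liver markers in the list it was 0.239 over 28 mice and 0.259 over 25, and with the liver covariate it reversed (0.396 and 0.0978). In females (0.0014) it was 0.241 with camera and estimated correlation (0.217 over 25), 0.131 with exact permutation and 0.553 with the liver covariate over 25. Between labelled sexes (0.0097) it was 0.196 with the strict filter, 0.508 with camera (0.415 over 25), 0.167 with edgeR, 0.116 with fry, and 0.396 and 0.294 with the liver covariate over 28 and 25. Between controls the liver covariate reversed it (0.580 and 0.553).

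For the glycolysis set, camera with estimated correlation gave 0.241 in males, 0.216 in females and 0.241 between labelled sexes (0.203, 0.203 and 0.217 over 25). The muscle forms gave 0.314 in males and 0.113 in females (0.168 and 0.168 over 25), and the liver covariate 0.116 in males over 25. Between controls the direction reversed with 56 mice (0.594), the strict filter (0.803), quality weights (0.600), 2 groups (0.508), without the 6 liver genes (0.624, 0.615 over 25) and in the muscle forms (0.0147, 0.0175 over 25), and fry passed the threshold (0.0786, 0.0826 over 25).

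The share with 1 direction of the genotype effect was 97.1% with 2 groups, and that of the sex effect 93.98% with DESeq2, 92.4% with 56 mice, 95.9% with the strict filter, 93.8% with limma trend, 93.7% with quality weights and 93.9% with 2 groups. In running-wheel mice, the count in females (6) was 201 with DESeq2, 16 with its size factors, 0 with 56 mice, 40 with the strict filter, 30 with limma trend, 50 with quality weights, 1 without a filter and 70 with 2 groups. The count in males (408) was 804 with quality weights and 223 with 2 groups. The interaction (0) was 4 with DESeq2, 2 with 56 mice and 1 with limma trend. Between wheels, labelled males (6) gave 226 with DESeq2, 46 with edgeR, 16 with quality weights and 2 with 2 groups, male controls (464) 1046 with quality weights and labelled females (551) 161 with 2 groups.

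Each mouse left out in turn gave 6 (labelled male 11) to 304 genes (labelled male 8) in males, 0 to 83 (labelled female 30) in females, and adjusted p of 0.0029 to 0.220 (labelled female 34) for the Ppar set between labelled sexes, 0.0173 to 0.597 (labelled male 8) for it in males, 0.00078 to 0.239 (labelled male 8) for glycolysis in males and 0.351 to 0.813 for it between controls, reversed in 7 of the 28 fits. The percentage was 72.6 (labelled female 17) to 110.2% (male control 20). The genotype direction share was 69.2 (male control 18) to 94.5% and the sex direction share 93.7 to 95.9%. The retained share was 78.3 to 86.8%, past the threshold in 7 fits. In running-wheel mice the counts were 131 to 602 in males, 0 to 157.0 in females and 0 to 2 for the interaction, and between wheels 770 to 1459 in female controls, 2 to 10 in labelled males and 194 to 618 in male controls.

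With the replicate block, 1930 genes were called between the sexes of controls (1034 higher, 896 lower). Deviations of same-numbered mice correlated across genes with r = 0.0016, 0.19 and -0.015 for numbers 16, 18 and 20, so the numbers do not pair the mice. The retained share has no value with 2 groups or 56 mice, nor has the interaction with 2 groups. Thinning to 6639782 counts gave 55 genes in males, 17 in females, 2513 between controls and 1982 between labelled sexes, against 60, 0, 2650 and 2337.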

Differences from the paper's values

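For males, the paper reports 384 genes and 60 were called here over 28 mice. Among alternatives set before the data were examined, sample quality weights gave 375 genes and the fit without labelled male 8 gave 304. Both came within 1.5 times of the paper's number, and the others did not, with random subsets taken at their median. Single subsets with the group sizes of Figure 4 ran from 0 to 574 genes in males, and 384 was reached in a draw. For females the paper reports 315 genes and 0 were called (1770 unadjusted p under 0.05); none of those alternatives closed the gap, although the highest of 100 random subsets with the group sizes of Figure 4 was 315. DESeq2 over the 25 mice, chosen after seeing the values, gave 303.

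For labelled mice the paper reports 1,483 genes between the sexes and 2337 were called. Among alternatives set before the data were examined, subsets of 5 mice per group (median 1453.5), subsets with the sizes of Figure 4 (1796), the strict filter (2198), edgeR (2197), limma trend (2196) and 2 groups (1739) came within 1.5 times. So did 10 fits that left out 1 mouse, labelled females 14 (1963), 17 (1909), 19 (2097), 30 (2144) and 31 (2164) and labelled males 8 (1957), 9 (2037), 11 (2070), 15 (2107) and 23 (2166). The others did not. Chosen after seeing the values, fits over the 25 mice with voom (1800), DESeq2 (1864), edgeR (1636), limma trend (1730), quality weights (2178) and 2 groups (1032) did, and with the liver covariate alone the fits over 28 (2097) and 25 mice (995) did.

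The paper gives a decrease of 50% for this number, and labelled mice had 88.2% of the genes of controls here. Subsets with the sizes of Figure 4 (66.7%), limma trend (72.9%), marker covariates (59.2%), 2 groups (54.9%) and the fits without labelled female 17 (72.6%) and labelled male 8 (73.2%) came within 1.5 times, and the other alternatives set before the data were examined did not. Chosen after seeing the values, fits over the 25 mice with voom (68.5%), DESeq2 (62.3%), edgeR (55.9%), limma trend (57.2%) and quality weights (65.7%) did, as did the adipocyte covariate alone over 28 mice (56%) and the liver covariate alone over 25 (47.4%).

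For the glycolysis/gluconeogenesis set the paper's FDR is 0.08 in males, where the adjusted p was 0.0115. The paper drew pathways from KEGG, WikiPathways and Gene Ontology collections, whereas the adjustment here covers only the tests of the glycolysis and Ppar sets. The adjusted values are therefore not on the same footing, and a match or a gap can stem in part from the adjustment. Camera with its preset correlation (0.0659) and the fit without labelled male 12 (0.0628) came within 1.5 times, and after seeing the values the liver covariate did (0.0804 over 28 mice and 0.116 over 25). In females the paper's FDR is 0.03 and the adjusted p was 0.0097, with camera preset at 0.0208 and the fit without labelled female 17 at 0.0234. Settings chosen after seeing the values that came within 1.5 times were camera preset (0.0315), fry (0.0294) and the list without liver genes (0.0302) over the 25 mice and the liver covariate over 28 (0.0441). Between controls the paper's FDR is 0.08 and the adjusted p was 0.718. Only fry came within 1.5 times, at 0.0786 over 28 mice and, chosen after seeing the values, 0.0826 over 25. Between labelled sexes the paper's FDR is 0.68 and the adjusted p was 0.0177; none of the alternatives set before or after seeing the values closed the gap, and the highest was 0.241 (camera with estimated correlation). Figure 4D as matched here has 5 females and male 11 left of its divider and 5 males right of it; split this way, chosen after seeing the values, the adjusted p was 0.0115 and 739 genes were called.

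The paper states that Elavl1 is lower in gastrocnemius of HuR m-/- mice (Supplementary Figure S1). The log2 fold change of the Elavl1 counts was -0.04 in males and 0.11 in females over 28 mice, and no alternative called the gene.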

Other observations

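The marker lists and the fit with both marker covariates were set in advance, but their use as tests of an explanation, and the tests with the Elavl1 level of all 56 mice, with Myl1, with single covariates and with thinning, were chosen only after the results were seen. Values are from the 28 locked-wheel mice unless stated.

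Elavl1 was not lower in mice labelled HuR m-/-. Its lowest level among the 56 mice was 53.87% of the median, in running-wheel male control 13, and the lowest labelled mouse had 76.6% of the control median. In running-wheel males Elavl1 was higher in labelled mice, by a log2 fold change of 0.44 (standard error 0.13, limma adjusted p = 0.0495; exact permutation p = 0.0367), and in running-wheel females it was 0.01. Labels mixed over all mice are argued against by Myl1, the gene of the Cre promoter, which was below all controls of the same sex and wheel in 21 of 28 labelled mice. With labels shuffled within sex and wheel (100 draws) the most for Myl1 was 11 and the most for any gene was 18. Myl1 was singled out after its values were seen and was 1 of 21 genes among 15539 that were below as often, so the labels follow a difference between the groups, which need not be the deletion. For single mice, such as the 7 with Myl1 not below their controls, a wrong label cannot be told apart from a deletion that leaves counted reads. Counts per gene do not show which exons were read. Deletion in a part of the cells of the muscle also stays open, untested.

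Myl1, singled out after its values were seen, is the gene whose promoter drives the Cre recombinase in the paper's mice. It ranged from 12.87 to 13.77 log2 CPM in the 28 controls of both wheels and from 11.18 to 13.74 in the 28 labelled mice. In 7 labelled mice it was not below the controls of the same group (2 and 2 locked-wheel males and females, 1 and 2 running-wheel males and females). Of these, locked-wheel female 34 lay above its controls, at 13.699 log2 CPM against 13.084 to 13.268. The ratio of its spread in labelled mice over that in controls was 3.80, rank 12 of 6979 genes, the highest being that of Ctnnd1 (5.46), named for this value. For the other 10 fast-fibre markers this ratio was 1.25, and for the 10 slow-fibre markers it was 1.85, both below that of Myl1. Lists of 10 genes set against 1 gene do not decide on a shift of fibre type, which is left open. With thinned counts 7 labelled mice were again not below the controls of their group, which argues against depth. A difference between labelled mice in the Cre allele may remain as a candidate explanation, untested.

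Liver transcripts varied between locked-wheel mice. Alb ran from 1.52 to 1756 CPM, with a median of 58.4, and its highest mouse was female control 15, where Ahsg had 276, Apoa1 259, Apoa2 247 and Fgb 244 CPM. The other 23 markers correlated with Alb across the 28 mice with a median r of 0.955 (0.405 to 0.989; 21 above 0.8), and 3 of the 24 were counted at least 10 times in every mouse. RNA of liver cells, for instance from dissection or handling, may explain this. The markers' correlation with the total count was 0.038 (permutation p = 0.851), which argues against depth. The liver mean was higher in labelled than in control males by 2.04 (24 of 24 genes; exact permutation p = 0.0181, adjusted 0.0657) and different by -1.27 in females (24 of 24 lower; exact permutation p = 0.189), neither below 0.05 after adjustment over 40 tests. Over the 25 mice the female difference was -2.10 (exact permutation p = 0.024), and between labelled sexes it was -2.38 (exact permutation p = 0.0065, adjusted 0.0385).

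Between controls, adipocyte markers were higher in females by 1.20 (9 of 10 genes; exact permutation p = 0.0012, adjusted 0.0078). That 9 of 10 genes rose is in line with RNA of adipocytes in female samples, and more fat within female muscle stays open. With both marker scores as covariates, autosomal genes different between the sexes of controls fell from 2551 to 510. With the adipocyte score alone there were 591, with the liver score alone 2102 and, beside the liver score, with the adipocyte score permuted between mice a median of 1990.5 (20 draws). Sex and the score go together, so adipocyte RNA cannot be told apart from sex for these genes. Between labelled sexes the autosomal count fell from 2258 to 301 with both, 332 with the adipocyte score and 2021 with the liver score. In labelled against control males it went from 59 to 4 with the liver score alone, 217 with the adipocyte score alone and 73 with both, and in females from 0 to 3, 6 and 4. With the liver score permuted between mice, the male count had a median of 37.5 (0 to 201) and was 4 or fewer in 4 of 100 draws. RNA of liver cells cannot be told apart from the genotype for the male count, because the liver mean went with the male groups and the count did not fall with both scores. Further lists differed between the sexes of controls: erythroid by 1.27 (exact permutation p = 0.0017), leukocyte by 1.07 (exact permutation p = 0.00058), slow fibre by 0.79 (exact permutation p = 0.00058) and fast fibre by -0.095 (exact permutation p = 0.0216, adjusted 0.0663). Schwann cell markers differed by 0.44 (exact permutation p = 0.104). Brown adipocyte markers were higher in labelled males by 0.33 (3 of 5 genes; exact permutation p = 0.0122, adjusted 0.049), RNAs without a poly(A) tail in labelled females by 0.15 (exact permutation p = 0.0268, adjusted 0.0766), and fat oxidation genes differed by -0.044 in males (exact permutation p = 0.547) and -0.064 in females (exact permutation p = 0.413).

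Slow-fibre transcripts were higher in mice labelled HuR m-/-, by 0.59 in males (10 of 10 genes; exact permutation p = 0.0355, adjusted 0.0836; 0.47 and p = 0.067 over the 25 mice) and 0.44 in females (9 of 10 genes; exact permutation p = 0.0035, adjusted 0.0175). In the running-wheel mice, which share no mouse with these, they were higher by 0.50 in males and 0.42 in females, 10 of 10 genes in each. The larger exact permutation p of the sexes there was 0.0233 (adjusted 0.104), which argues against chance over the lists. A larger share of slow fibres, or of the slow part of the muscle in the sample, may explain this, and neither was tested.

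The number of genes different between the sexes over the 25 mice was lower in labelled mice. In 10 of 100 draws of 6 male and 5 female controls, controls had no more genes than labelled mice, so the smaller labelled groups may explain a part of the difference. Other splits of the mice gave as many genes in 1 of 100 cases, the real one, for males (at most 49 in the others), for the sexes of controls and of labelled mice over 28 mice, and for all 4 comparisons over 25 mice. For females and the interaction over 28 mice, with 0 genes, 100 of 100 splits gave as many, which a count of 0 fixes in advance. Thinned counts gave 55, 2513 and 1982 genes in the first 3, which argues against depth.

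Insulin transcripts, seen first among the genes changed by the wheel, were counted in all 7 running-wheel males labelled HuR m-/- (Ins1 50 to 106 counts, Ins2 76 to 136) and in running-wheel male control 28 (86 and 108), against 0 to 3 and 0 to 6 in the other 48 mice. Ins1 and Ins2 are near-identical copies, so their split is uncertain. The other islet markers in the table had a median r of -0.056 with Ins2, and Chgb had 0 to 12 counts in these males, so no other sign of RNA of pancreas was seen. It is not excluded, because these markers have few counts and are also brain transcripts, and of the lists 8 of 16 islet and 1 of 20 acinar markers could be read. For control 28 as a mislabelled mouse, Myl1 was 13.34 log2 CPM, the lowest of its group (13.34 to 13.73) and inside the range of labelled males (12.40 to 13.41), so this cannot be told apart. An effect of wheel and genotype stays open, untested.

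Transcripts of brain were high in some mice. Chgb ran from 0 to 354 counts (median 4.5), Snap25 from 0 to 1364 and Nrgn from 13 to 4641, each highest in locked-wheel labelled male 9. The 20 brain markers, listed after Sst, Pcsk2, Chga, Chgb and Scg2 were seen high together, had a median r of 0.865 with Chgb across the 56 mice (0.088 to 0.933; 12 above 0.8), and 8 were counted at least 10 times in every mouse. Their mean correlated with Chgb with r = 0.949 and rho = 0.85 (permutation p = 1e-05 for each, the smallest that the resamples give, adjusted 3e-05 over 3 relations; r = 0.926 without the 2 farthest mice). RNA of brain in some samples may explain this. The correlation of Chgb with the total count was 0.148 (permutation p = 0.278), which argues against depth. Without labelled male 9, 6 genes were called in males and 16 in females, and the glycolysis set in males had an adjusted p of 0.0023 (fgsea permutation). No biological explanation was tested.

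Of the 11 genes the paper measured by qPCR, 0 were called between genotypes in either sex. Adjusted over the list alone, 1 was called in males (Pgam2) and 2 in females (Gapdh and Pgk1). Between labelled sexes 6 were called and 11 of 11 were lower in females, with log2 fold changes of -0.53 to -0.10, and between controls 3 were called, Hk2, Pfkm and Gpi1, all lower in females. Ppargc1a had a log2 fold change of -0.33 between controls (limma adjusted p = 0.0214) and -0.45 between labelled sexes (limma adjusted p = 0.0025), lower in females. Whether these are the mice of the paper's qPCR is not known.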
